# Contribution of mammary epithelial cells to the immune response during early stages of a bacterial infection to *Staphylococcus aureus*

**DOI:** 10.1186/1297-9716-45-16

**Published:** 2014-02-12

**Authors:** Pauline Brenaut, Lucas Lefèvre, Andrea Rau, Denis Laloë, Giuliano Pisoni, Paolo Moroni, Claudia Bevilacqua, Patrice Martin

## Abstract

To differentiate between the contribution of mammary epithelial cells (MEC) and infiltrating immune cells to gene expression profiles of mammary tissue during early stage mastitis, we investigated in goats the in vivo transcriptional response of MEC to an experimental intra mammary infection (IMI) with *Staphylococcus aureus*, using a non-invasive RNA sampling method from milk fat globules (MFG). Microarrays were used to record gene expression patterns during the first 24 hours post-infection (hpi). This approach was combined with laser capture microdissection of MEC from frozen slides of mammary tissue to analyze some relevant genes at 30 hpi. During the early stages post-inoculation, MEC play an important role in the recruitment and activation of inflammatory cells through the IL-8 signalling pathway and initiate a sharp induction of innate immune genes predominantly associated with the pro-inflammatory response. At 30 hpi, MEC express genes encoding different acute phase proteins, including SAA3, SERPINA1 and PTX3 and factors, such as S100A12, that contribute directly to fighting the infection. No significant change in the expression of genes encoding caseins was observed until 24 hpi, thus validating our experimental model to study early stages of infection before the occurrence of tissue damage, since the milk synthesis function is still operative. This is to our knowledge the first report showing in vivo, in goats, how MEC orchestrate the innate immune response to an IMI challenge with *S. aureus*. Moreover, the non-invasive sampling method of mammary representative RNA from MFG provides a valuable tool to easily follow the dynamics of gene expression in MEC to search for sensitive biomarkers in milk for early detection of mastitis and therefore, to successfully improve the treatment and thus animal welfare.

## Introduction

Mastitis is an inflammation of the mammary gland (MG) commonly caused by bacterial infection. Despite extensive management practices, it continues to be an economically important disease of dairy ruminants worldwide, due to reduced milk yield, milk discarded after treatment and cost of veterinary services [1]. A new challenge today is to reduce the use of antibiotics and treatments by increasing the natural ability of animals to resist infection. This strategy is critically dependent on a better understanding of the host immune response at the early stages of infection. Indeed, the establishment, persistence, and gravity of infection are clearly dependent on the rapidity and effectiveness of the host response against the invading pathogen. Furthermore, clearance of bacterial pathogens from the gland is often governed by responses that occur within immediate hours after initial infection [2].

At the early stages of infection, the predominant defence strategy that is rapidly induced is the innate immune response. This response is ubiquitous, short acting and targets a range of different microorganisms [3-5]. Cells involved in this innate response are mainly represented by infiltrating neutrophils and macrophages, which are the first cells to be recruited at the site of inflammation [6]. They secrete cytokines, chemokines and use additional cellular defence strategies to kill invading bacteria [7,8]. However, little is known about the factors involved in this rapid recruitment at the site of infection. Hence, studies have increasingly focused on the mammary epithelial cell (MEC) since it is the first cell to be confronted with the pathogen once it has entered the mammary gland. There are more and more lines of evidence indicating a prominent role for MEC in the initiation of the innate immune response that triggers subsequent neutrophil infiltration into the mammary tissue, the activation of these innate immune cells, and an increase in milk somatic cell count [9].

However the MEC role has only recently been recognized essentially using in vitro approaches which allow examining the MEC specific contribution to the immune capacity of the udder without the immune cell expression. The effect of different pathogens including *Escherichia coli, S. aureus*[10], *Streptococcus uberis*[11], and bacterial cell wall components such as lipotechoic acid (LTA) or lipopolysaccharide (LPS) [12] were tested on different mammary cell lines in either primary isolates of bovine MEC (pbMEC) or MAC-T cells, an SV40 immortalized bovine MEC line [12,13]. These studies indicate that MEC respond robustly and rapidly to challenges with low levels of bacteria or bacterial cell component and show that MEC is able to generate a variety of inflammatory mediators such as cytokines, chemokines and host defence peptides (β-defensins). However, these reports underlined some limits associated with in vitro experiments and show differences between mammary cell cultures (pbMEC and MAC-T) [12]. Furthermore, cells are studied out of their physiological context and consequently, they do not properly reflect changes in gene expression induced by mastitis in the udder. Thus, a disproportionate increase in chemokines such as CCL5 has been shown between pbMEC and the whole mammary gland [14]. In addition, there is only one study profiling the extents of global changes in the transcriptome of pbMEC during the early stages of infections with *E. coli* and *S. aureus*, reflecting in part the kinetics aspects of immune response regulation [15]. Consequently, the role of MEC in the initiation of the innate immune response, in their physiological context and in the very early stages of infection, remains poorly defined.

Recently, we have reported [16] that substantial quantities of high-quality RNA, coming from MEC, can be isolated from milk fat globules (MFG). This non invasive method allows easy and repetitive sampling without damaging mammary tissue, providing a significant improvement and a valuable tool to assess gene expression of the mammary secretory epithelium during the course of an infection. Furthermore, with the availability of microarray technology, which makes it possible to examine complex interactions between host and bacterial pathogens [17], it has become feasible to determine the expression of multiple genes simultaneously. We successfully applied this approach to follow the response of MEC early in the infection process of the goat mammary gland.

We report here that MEC rapidly react (a few hours after the experimental infection) by secreting the chemotactic factor interleukin-8 (IL-8), which is known to be one of the major mediators of the inflammatory response involved in the recruitment and activation of immune cells, including neutrophils. Furthermore, we provide strong evidence that MEC specifically expressed several acute phase proteins (APP) such as serum amyloid A3 (SAA3), pentraxin 3 (PTX3) and alpha-1 antiproteinase (SERPINA1). This work also indicates that the production of different APP by MEC, easily detectable from milk in the early stages of IMI, could provide sensitive biomarkers for early detection of mastitis and therefore, to successfully improve its treatment and thus animal welfare.

## Materials and methods

### Animals

Five healthy Alpine goats, at the early peak of lactation (30-40 days of milking), at first parity and without intra mammary infection (IMI) were selected and housed at Centro Zootecnico Didattico Sperimentale of Facoltà of MedicinaVeterinaria (Università degli studi di Milano). Goats were monitored for IMI throughout the lactation period with 3 weekly half udder milk sample analysis before challenge. Bacteriological analyses were based on procedures previously described [18]. Briefly, ten microliters of each milk sample was spread on blood agar plates (5% defibrinated sheep blood). The plates were incubated aerobically at 37 °C and examined after 24 h and 48 h. The colonies were provisionally identified based on Gram stain, morphology, and hemolysis pattern, and the numbers of each colony type were recorded. The representative colonies were then subcultured on blood agar plates and incubated aerobically at 37 °C for 24 h to obtain pure cultures. Catalase and coagulase production was tested for gram-positive cocci. Specific identification of staphylococci was made using commercial micro-methods (API Staph; BioMerieux, Italy). The infection status of milk samples was defined according to the procedures recommended by the National Mastitis Council (NMC, 1987) and IMI was diagnosed when ≥ 500 cfu/mL and 1 to 3 colony types were isolated. Milk samples from which many colony types or < 500 cfu/mL of any microorganism were isolated were regarded as contaminated or uninfected, respectively. At the moment of challenge, no infection in the udders was observed, as was confirmed by the absence of mastitis pathogens in foremilk samples tested for three consecutive days just before the experimental challenge.

### Experimentally induced mastitis and milk samples

Prior to intra mammary challenge, both half-udders were milked by hand and the teat ends were carefully disinfected with chlorhexidine. The left half-udder of each goat was infused with 1 mL (10^3^ CFU/mL) inoculum of *Staphylococcus aureus* strain DV137 which was originally isolated from a chronic case of caprine mastitis. The right half-udder, used as an uninfected control, was infused with 1 mL of sterile pyrogen-free PBS (Figure 1).

**Figure 1:**
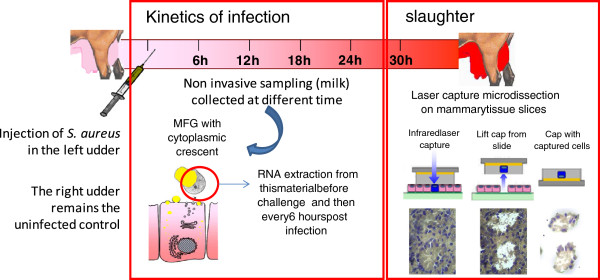
**Experimental infection workflow.** The left udder was challenged by *S. aureus* whereas the right udder remained uninfected as the control. Then every six hours, milk was sampled and centrifuged to extract RNA from Milk Fat Globule (MFG). At 30 hpi, goats (*n* = 5) were slaughtered and mammary tissue samples were taken for MEC capture experiments using LCM (total RNA extraction from micro-dissected MEC) and total RNA extraction from deep alveolar mammary parenchyma (referred to as MG). Finally, these different sources of RNA were analyzed using microarrays (only MFG) and qPCR.

First, milk samples from uninfected right (Rx, T0) and left half-udder (Lx, T0) were collected before IMI with *S. aureus*. Three hours later, intra mammary challenge with inoculum of *S. aureus* was carried out. Subsequent milk sample collections were carried out at 6, 12, 18, 24 and 30 h after challenge from both right (uninfected) and left (infected) half-udder, taking care to avoid ribonuclease (RNase) contamination: cleaning the udder and teats with a clean linen impregnated with an antiseptic solution followed by a spray of RNAse Zap, drying with a paper towel (Kimwipes) and performing a manual milking with disposable nitrile gloves. For each animal and time point, 150 mL of milk were collected from each half-udder into sterile, RNase free tubes (3 × 50 mL Falcon tubes). Samples were immediately kept on ice prior to MFG collection.

The clinical scoring system to classify mastitis symptoms cases was as described for dairy cows [19]. In addition to abnormal milk, this system is based on measurement of rectal temperature, hydration status and clinical attitude. Severity of clinical signs was scored as mild, moderate or severe. A mild score was assigned when the milk was grossly abnormal and no other local or systemic signs of inflammatory disease were seen; a moderate score was assigned when the milk was grossly abnormal and there was firmness or swelling of the affected mammary gland, but none or only one of the systemic signs of inflammatory disease are seen. A severe score was assigned if the milk was grossly abnormal, there was firmness or swelling of the affected mammary gland, and at least 2 of the following systemic disease signs were seen: rectal temperature ≥ 39.5 °C, hydration score showing moderate to marked enophthalmos, and attitude score showing signs of marked depression [19].

All experimental procedures were performed according to the Italian legislation, following approval by the ethics committee of University of Milan.

### *S. aureus* bacterial counts

For determination of *S. aureus* bacterial counts (cfu/mL), series of dilutions (10^2^ to 10^8^) were prepared from 1 mL of each sample of milk, diluted with 9 mL of a 0.1% saline peptone solution. Then 0.1 mL of the serial dilutions were inoculated on the surface of Baird-Parker agar and spread with a spatula. The incubation was done at a temperature of 37 °C for 16 h (overnight incubation).

### Milk fat globule collection

Samples were centrifuged at 2000 × *g* for 10 min at 4 °C to isolate milk fat. The supernatant fat layer was transferred to a new 50 mL-Falcon tube using a sterile spatula. Then, 500 μL of fat were put into a 15 mL-Falcon and 1.5 mL of TRIzol^®^ LS solution (Invitrogen, Life Technologies, Carlsbad, California, USA) was added and the tube was vortexed vigorously prior to storage at -80 °C. The entire process of milk sample collection and storage of MFG was completed within 2 h and all procedures were carried out at 4 °C.

### Tissue collection for laser capture microdissection

At the end of the experimental protocol (30 hours post infection (hpi)), goats were slaughtered, according to surgical and experimental procedures in compliance with the policy of INRA’s Animal Care Committee, after milk sampling. Tissue samples were collected aseptically from the five goats within 10 min after slaughtering. A piece of deep alveolar parenchyma, without visible connective tissue, was removed from the left udder (infected) and right udder (uninfected). The collected tissue was washed in cold PBS solution (on ice), 5 mm^3^ pieces of tissue were cut and embedded into OCT^®^ (TissueTek™) in a cryomold of 1 cm^3^ (Bayer™) and immediately placed on dry ice or in a SnapFrost™ system (Alphelys, Elancourt, France) containing isopentane at -80 °C. Samples were stored at -80 °C until further processing. The time delay between slaughtering and tissue freezing was less than 20 min. Laser Capture Microdissection (LCM) was carried out using the Veritas Microdissection system and software (Arcturus, Life Technologies, St Aubin, France), as previously described [20].

### Total RNA extraction

Total RNA was extracted from mammary tissue samples (pieces of deep alveolar parenchyma referred to as MG) taken at 30 hpi on the left (infected) and the right (uninfected) half-udder, using TRIzol Reagent (Invitrogen, Life Technologies) according to the manufacturer’s instructions. Total RNA was extracted from MFG using TRIzol^®^ LS solution (Invitrogen, Life Technologies) following the original manufacturer’s protocol with slight modifications, essentially as described by Brenaut et al. [16]. Prior to RNA quality control, a DNase treatment was carried out to remove any contaminating genomic DNA according to the manufacturer’s protocol (Qiagen, Courtaboeuf, France).

Total RNA was extracted from captured cells using the PicoPure^®^ RNA Isolation Kit (Arcturus, Life Technologies) according to the manufacturer’s instruction protocol, including on-column RNase-free DNase I treatment (Qiagen). CapSure macrocaps with captured cells were inserted into RNase-free 500 μL microcentrifuge tubes containing 25 μL of extraction buffer (XB). The tubes were inverted to allow the reaction between the buffer and the surface of the cap. RNA were extracted from scraped sections (tissue remaining on the slide after capture) by pipetting 50 μL of XB buffer onto the remaining tissue on the glass slide, which was then gently scraped off and transferred into RNase-free 500 μL microcentrifuge tubes. RNA from cap and section scrapes were eluted with 15 μL and 30 μL of elution buffer (EB), respectively.

### RNA quality control and single strand cDNA synthesis

Purity, concentration and integrity of total RNA intended for microarray analysis and qPCR were assessed using two independent techniques. RNA purity was evaluated by absorbance readings (ratios A260/A230 and A260/A280) using the NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Villebon-sur-Yvette, France). The fluorimetric method and micro-capillary electrophoresis device developed by Agilent Technologies (Les Ulis, France) was used to determine RNA concentration and quality with RNA 6000 Pico LabChip^®^ Kit in the Agilent Bioanalyzer 2100 system. Quality was evaluated using the RNA Integrity Number (RIN) value, introduced by Schroeder et al. [21]. A PCR test was routinely performed to ensure that RNA samples were free from genomic DNA (primers matching with intron sequences). First-strand cDNA was synthesized from 5–10 ng total RNA primed with oligo(dT)_20_ and random primers (3:1, v/v) using Superscript III reverse transcriptase (Invitrogen, Life Technologies) according to the manufacturer’s instructions. Then, 1 μL RNase H (2 U/μL, Invitrogen, Life Technologies) was added to the reaction mix which was incubated for 20 min at 37 °C to remove RNA from heteroduplex. cDNA, thus obtained, was stored at -20 °C.

### Microarray processing and data analysis

A microarray analysis was performed, in a mono color experimental design, to compare gene expression profiles of MFG at 4 time points of infection (0, 12 h, 18 h and 24 h) on the 5 goats. RNA samples were labelled using T7 RNA polymerase, which simultaneously amplifies target material and incorporates cyanine 3-labelled CTP (Agilent Technologies) according to the manufacturer’s instructions. Briefly, total RNA (120 ng) was first reverse transcribed and then converted to labeled cRNA with Cy3 dyes. Before hybridization, quantity and quality of purified cRNA was assessed with the Agilent 2100 Bioanalyzer.

Since goat microarrays were not available, we used the Sheep Gene Expression Microarray, 8 × 15 K (Agilent Technologies) developed for a closely related species (*Ovis aries*), to profile gene expression. Hybridization was performed according to the manufacturer’s instructions. Briefly, each microarray was hybridized with fluorescent labelled (Cy3) cRNA samples. Three hundred ng of each labelled cRNA were fragmented for 30 min at 60 °C in 25X fragmentation buffer. Then, fragmented and labelled cRNA samples were diluted in 2X GE x Hybridization Buffer Hi-RPM and hybridized onto the 15 K ovine microarray for 17 h at 60 °C in a rotating hybridization oven. After hybridization, microarrays were washed twice with washing buffer 1 at room temperature for 1 min and then with washing buffer 2 at 37 °C for 1 min. Microarrays were scanned on an Agilent scanner G2565BA using the extended dynamic range scan mode. Data were processed (including Lowess normalisation) and extracted with Feature Extraction software version 10.5 (Agilent, Technologies).

Statistical analysis of microarray data was carried out using the commercially available software package GeneSpring^®^ GX v10.0.2 software (Agilent Technologies), using the latest gene annotations available on a web-accessible resource established by SIGENAE [22]. Information about this experiment has been deposited in NCBI Gene Expression Omnibus (GEO) with accession number (GSE39315). All data are “Minimum Information About a Microarray Experiment” (MIAME) compliant. First, we applied a quantile normalization on data, which assumes that the distribution of gene abundance is the same for all samples, and spots that did not meet minimum signal intensity were removed. The resulting signal information was analyzed using repeated measures ANOVA with a Benjamini-Hochberg correction for multiple comparisons. This approach was used since the data correspond to a longitudinal study which measures each individual at each of several time points. We note that a standard ANOVA assumes independence between time points and is not able to differentiate between the variability within each individual (i.e. across time points) and the variability between individuals, resulting in inflated error variance estimates. By accounting for the correlation among repeated measurements for each individual within the model, these error variance estimates can thus be reduced. This analysis included pair wise comparisons between time points (0 h vs. 12 h, 12 h vs. 18 h, and 18 h vs. 24 h), which yielded a list of probes that were differentially expressed in at least one of the pairs considered. A first filter was applied to select the genes that displayed an adjusted *p*-value less than 0.05. The output of this analysis was additionally filtered by fold expression, generating lists of differentially expressed genes with at least 1.5-fold change. This final set of genes was then referenced to biological functions with Ingenuity Pathways Analysis software v6.0 (IPA, Ingenuity Systems, Redwood City, CA, USA). The contribution of genes to the identified function was explained with an associated *p*-value, calculated with a right-tailed Fisher’s exact test.

To identify temporal relationships among this subset of genes, a gene regulatory network was reconstructed from the expression data using an approach specifically developed for replicated longitudinal data, called Empirical Bayes Dynamic Bayesian Networks (EBDBN), implemented in the ebdbNet package in R [23]. Briefly, the EBDBN method makes use of an iterative empirical Bayes estimation procedure for a linear Gaussian state-space model. This approach has the advantage of being able to simultaneously model linear relationships among genes and a set of unobserved hidden variables (e.g., proteins, transcription factors, or other unobserved cellular entities) over time, as well as to explicitly model feedback loops of expression from one time point to another. Using the approach detailed in the package, the dimension of the hidden variables was chosen to be 2. The model was run for 10 different initializations, and gene-to-gene interactions were retained only if identified in at least 9 runs at a significance level of 95%.

### Primer design and real time quantitative PCR

RNA isolated from goat MFG and microdissected MEC were used to determine the expression of selected genes of interest by real time quantitative PCR (qPCR) as described by Bevilacqua et al. [24], using the SYBR green PCR master mix and an ABI Prism 7900 Sequence Detection System (Applied Biosystems, Life Technologies). The reference sequence for primers was taken from a bovine database. Expressed sequence tags (EST) of caprine sequences found by the BLASTn search and reference were aligned to create one consensus. To eliminate the risk of genomic DNA amplification we systematically chose primers that hybridize on exon-exon junctions. Only junctions with great homology between sequences were chosen for primer design. Then primers were designed using Primer Express Software version 2.0 (Applied Biosystems, Life Technologies), and purchased from MWG Biotech (Table 1). First, primer efficiency was validated with a standard curve of four serial dilution points (ranging between 1 ng and 1 pg of reverse transcribed total RNA) and a no template control (NTC). A qPCR amplification mixture (20 μL) contained 5 μL single strand cDNA template, 10 μL 2X Power SYBR Green PCR Master Mix buffer (Applied Biosystems, Life Technologies) and 1.2 μL of forward and reverse primers (5 μM) to reach a final primer concentration of 300 nM. After optimization of qPCR systems (efficiency ranging between -3.30 and -3.45), amplification reactions were run (in triplicate). Tests for non-amplification of genomic DNA was carried out systematically. The results generated by the Sequence Detection Software (Applied Biosystems, Life Technologies, version 2.3) were exported as tab-delimited text files and imported into Microsoft Excel for further analyses. Relative quantification analysis was performed using the software program qBase [25] in which relative expression levels were normalized with respect to the selected reference genes (*RPS24* and *PPIA*), following the “Minimum Information for Publication of Quantitative Real-Time PCR Experiments” (MIQE) guidelines [26].

**Table 1:** Primer sequences used for qPCR experiments

**Genes**	**Primers**	**Sequence 5′ > 3′**	**Amplicon size, nt**
α_s2_-casein (*CSN1S2*)	forward	CTG GTT ATG GTT GGA CTG GAA AA	76
	reverse	AAC ATG CTG GTT GTA TGA AGT AAA GTG	
κ-casein (*CSN3*)	forward	AGG TGC AAT GAT GAA GAG TTT TTT C	66
	reverse	CCC AAA AAT GGC AGG GTT AA	
Cluster of differentiation 3 epsilon (*CD3e*)	forward	ACG CTG TAC CTG AAA GCA AGA	118
	reverse	AAT ACA CCA GCA GCA GCA AG	
Cluster of differentiation 68 (*CD68*)	forward	GAT CTG CTC TCC CTG AAG CTA CA	79
	reverse	CAT TGG GAC AAG AGA AAC TTG GT	
Cluster of differentiation 18 (*CD18*)	forward	AGC GAC CTC AGG GAG TAC CA	65
	reverse	TTA TCG TTG TTC CAC TGG GAC TT	
Chemokine 4 (*CCL4*)	forward	CAG CCG TGG TAT TCC AGA CC	109
	reverse	CTC GGA GCA GCT CAG TTC AGT	
Cyclophilin A (*PPAI*)	forward	TGA CTT CAC ACG CCA TAA TGG T	62
	reverse	CAT CAT CAA ATT TCT CGC CAT AGA	
Galectin 3	forward	GTG GTA AAC CTT TCA AAA TAC AAG TGC	101
	reverse	ATT TTT CAC CCG ATG ATT GTA CTG	
G protein-coupled receptor 97 (*GPR97*)	forward	GAG ATC ACC TTC TCC CAC CAG	204
	reverse	TGT GGA GCA GCC CAA GGA	
Interleukin 8 (*IL-8*)	forward	TGA GAG TGG GCC ACA CTG C	103
	reverse	CAC AAC CTT CTG CAC CCA CTT	
Keratin 14 (*KRT14*)	forward	CCC AGC TCA GCA TGA AAG C	57
	reverse	AGC GGC CTT TGG TCT CTT C	
Serum amyloid A3 (*SAA3*)	forward	CTG GGC TGC TAA AGT GAT CAG TAA C	69
	reverse	CCC TTG AGC AGA GGG TCT GTG ATT	
S100A12	forward	TCC ACC AGT ACT CCA TCC GG	102
	reverse	TGG TGT TTT TGA GGC AGT TGG	
Serglycin	forward	TCC AGC AGA ATC CCA CCT CTA	107
	reverse	CCA GAA CCT GAT CCT GAG ACG	
SerpinA1	forward	AAG AAA TAT GCA AGT TCT GCC AAT T	101
	reverse	ACC CTG TTG ATG CCC AGT TC	
TNFα	forward	CAG AGG GAA GAG CAG TCC CC	101
	reverse	TGG GCT ACC GGC TTG TTA TTT	
Toll-like receptor 2 (TLR2)	forward	TAA ACT TGA GAG TGG AGG TCA AAT CA	101
	reverse	TCA GAG GCT CCT TCC GTG G	
Interleukin 1beta (IL-1β)	forward	GAC AAC AAG ATT CCT GTG GCC	101
	reverse	TCT ACT TCC TCC AGA TGA AGT GT	
Pentraxin 3 (PTX3)	forward	CCG AGC TGT GCA GGG CT	101
	reverse	GCA CGC TTG CAA AAA TCT TCT T	
Cathelicidin	forward	GAG AAT GGG CTG GTG AAA CAG	107
	reverse	GGG CGA AGT CTC CTC ACA CTC	
24S ribosomal protein (*RPS24*)	forward	TGG TGGTGG CAA GAC AAC TG	66
	reverse	TTC TTC GCG TAA TCC AAG GAA	

Each pair of primers amplifies the target cDNA (amplicon sizes ranging between 57 and 248 nucleotides) in its 3′ UTR. Primer pairs were designed with primer Express Software v2.0 (Applied Biosystems) except for 24S ribosomal protein primers, which were manually designed.

### Statistical analysis

Reliability of reference genes (*RPS24* and *PPIA*) was evaluated with the GeNorm Visual Basic application for Microsoft Excel as described by Vandesompele et al. [27]. Statistical analyses were performed using the R software, with the Rcmdr package. The non-parametric Mann–Whitney *U*-test was used to analyse the differences in relative expression for each gene of interest between MG and MFG, non infected versus infected, at 12 h, 18 h and 24 hpi but also between infected MG and microdissected MEC, at 30 hpi.

## Results

### Kinetics of pathological features: an increase of *S. aureus* in milk followed by an increase of somatic cells in milk

Prior to experimental infection, goats were controlled to be free from *S. aureus* and other IMI throughout the three weeks of lactation to avoid the influences of adaptative immune mechanisms. Following administration of 10^3^ CFU/mL of *S. aureus* DV137 to the left udder and the same volume of sterile pyrogen-free PBS into the right udder, left udders contained only the pathogen used for infection whereas the control udder (right) remained bacteriologically negative during the observation period. A high number of pathogens were found 18 h after infection, reaching 4 × 10^6^ CFU/mL and then decreasing to 1.5 × 10^6^ CFU/mL at 24 hpi (Figure 2). Mild mastitis symptoms were concomitant with increased somatic cell counts (SCC) in milk. In infected udders, the number of somatic cells significantly increased from 893.8 × 10^3^ at 18 hpi to 53 × 10^5^ cells/mL at 24 hpi, while SCC in PBS-infused udder halves showed no significant change throughout the period with a mean value of 980 (± 147) × 10^3^ cells/mL (Figure 2). Thus, all infected goats showed a sharp increase of *S. aureus* in milk at 18 hpi which was followed by a significant increase of SCC in milk at 24 hpi. Thirty hours after experimental challenge all goats showed severe signs of clinical mastitis: the milk was grossly abnormal, there was firmness and swelling of the affected left mammary gland and the rectal temperature was ≥ 39.5 °C (40.2 ± 0.5 °C).

**Figure 2:**
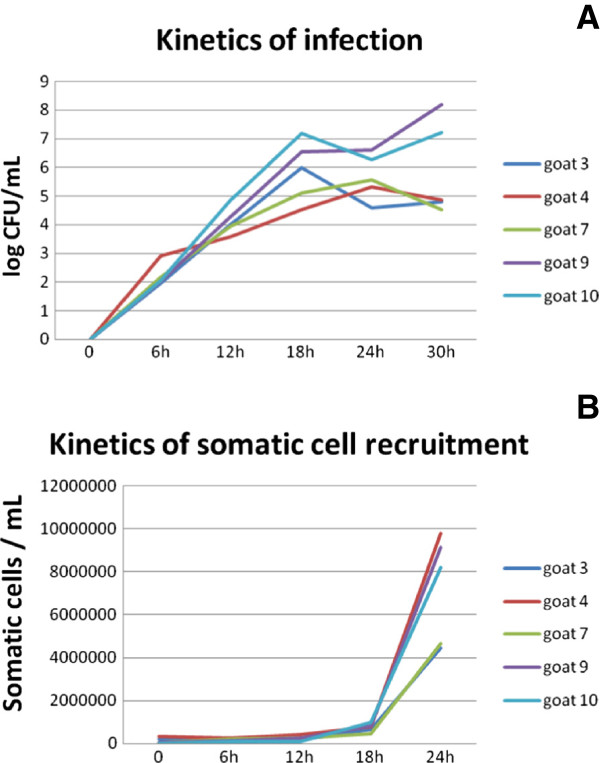
**Kinetics of infection (A) and somatic cell recruitment (B). A**: *Staphylococcus aureus* colony forming unit (CFU/mL) evolution during the 24 first hpi. **B**: Somatic cell counts (SCC/mL) in the left (infected) udder of the 5 goats challenged by *S. aureus*. The control PBS-infused udders remained free from detectable infection throughout the study for the five goats.

### RNA sampling from MEC in their physiological context, during infection

Two different sampling methods were used to access MEC materials from each of the 5 goats throughout the time course of the IMI challenge with *S. aureus* (Figure 1). The first method consisted in milk collection, every six hours post infection, and extracting RNA from cytoplasmic crescents trapped in MFG during the secretion process from MEC. The RNA integrity number (RIN) of total RNA isolated from MFG was estimated, on average, to 7.5 ± 0.5. Then, at the end of this first part of the protocol, mammary tissues were collected on slaughtered goats (*n* = 5) and MEC captured from sections of mammary tissue by Laser Capture Microdissection (LCM). RIN for RNA extracted from microdissected cells were of comparable quality (6.8 ± 0.4) with RNA obtained from MFG. Combining these two techniques is a convenient approach to follow MEC response in a physiological context, provided that contamination by other cell types can be excluded. To assess such an eventuality, qPCR systems designed to quantify specific markers for mammary myoepithelial cells (*Krt14*), lymphocytes (*CD3e*), neutrophils (*CD18*), and macrophages (*CD68* and *CD18*) were implemented [16].

#### RNA extracted from MFG highly reflect MEC gene expression pattern, up to 18 hpi

During MFG preparation, some immune cells (mainly neutrophils and to a lower extent macrophages) present in milk can be trapped in the cream layer. To evaluate the level of RNA contamination, qPCR analyses were carried out using specific gene markers of these immune cells: *CD68* for macrophages and *CD18* for neutrophils and macrophages. Two markers of MEC (*CSN3, CSN1S2*) were also included as positive controls which were expressed at the same level in MFG of uninfected and infected udder, at all time points post infection (Figure 3). Regarding the level of contamination by macrophages and neutrophils, qPCR analyses showed that these immune cells were actually present but in very low amounts, between 7 to 9-folds lower in MFG than in the whole deep mammary alveolar parenchyma (MG), until 18 hpi (Figure 3). These very low values (RQ mean *CD68* = 0.15 ± 0.05 and RQ mean *CD18* = 0.17 ± 0.03, between T0 and T18) reflect a slight contamination by macrophages and neutrophils, during MFG preparation. Contamination increased and became non negligible, essentially for macrophages, with an RQ mean for *CD68* reaching 4.96 ± 0.31, at 24 hpi, whereas it was 30-folds lower at 18 hpi. Therefore, at least until 18 hpi, responses to IMI challenge observed via MFG transcriptome analysis have to be essentially attributed to MEC, whereas from 24 hpi and beyond, a part of the gene expression data is influenced by infiltrating immune cells trapped in the cream layer during MFG preparation.

**Figure 3:**
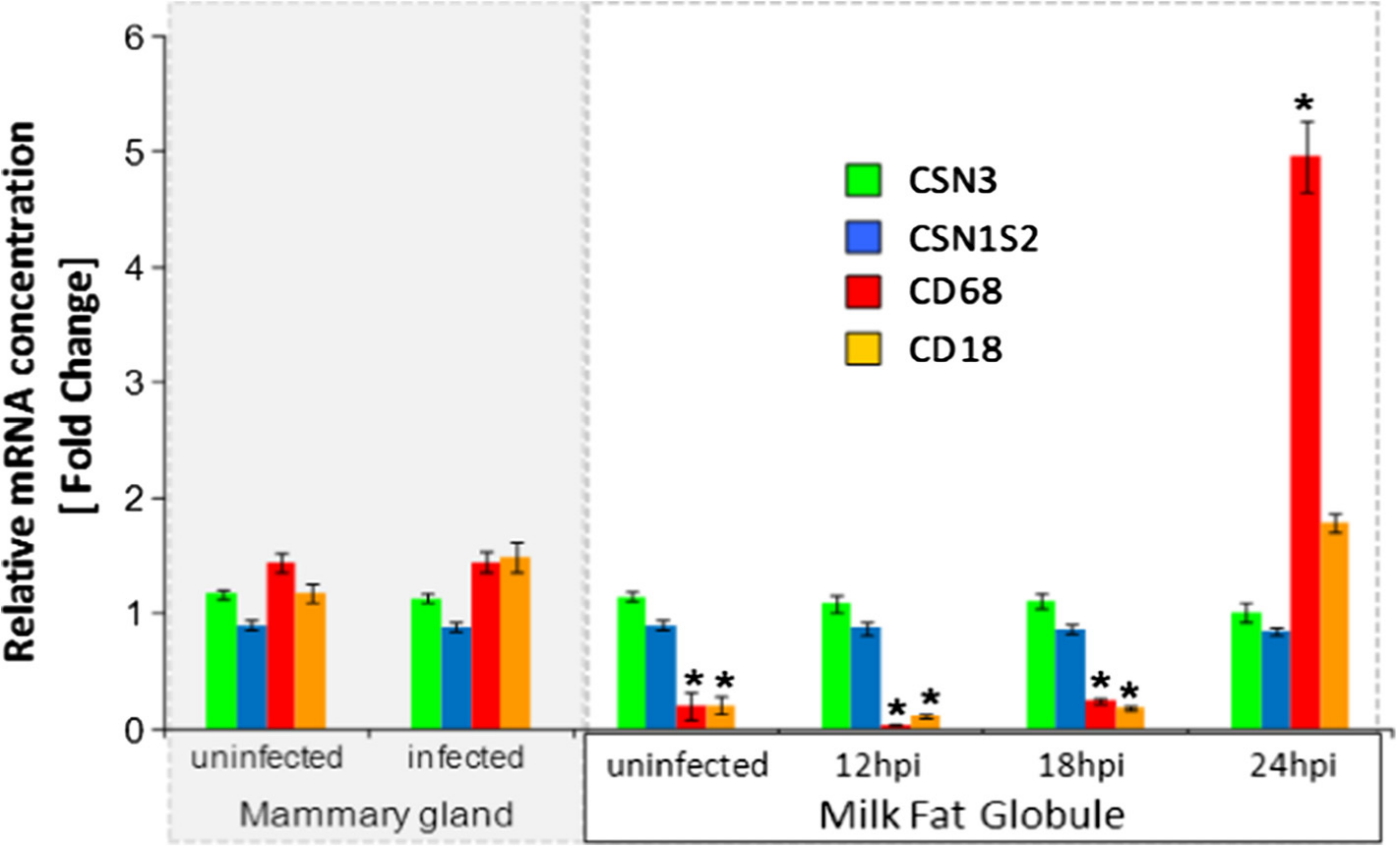
**Determination of specific markers by qPCR to assess the level of contamination of RNA extracted from milk fat globules by RNA from immune cells.** Relative expression (± SEM) is given for specific gene markers for MEC *CSN3* (κ-casein, green), *CSN1S2* (α_s2_-casein, blue), macrophages (*CD68*, red) and macrophages + neutrophils (*CD18*, orange) in the left half-udder (infected) or the right half-udder (uninfected), sampled at 30 hpi on slaughtered goats (mammary gland, left), and in milk fat globules (right), before infection (uninfected) and after IMI challenge with *S. aureus* (12 hpi, 18 hpi and 24 hpi). *Significance is relative to fold change in expression of uninfected MG (adjusted *p*-value < 0.05).

#### Selectivity of MEC capture by LCM on cryo-sections of mammary tissue

To provide additional insight into the immune role associated with MEC during infection, we investigated gene expression profiles of microdissected MEC. Indeed, 24 hpi, MFG extracted material was no longer representative of MEC owing to a significant contamination of MFG by immune cells (see above). Therefore, at the end of the experimental milking sampling protocol (i.e. 30 hpi), mammary tissue was collected on slaughtered goats in order to capture MEC from tissue cryo-sections, using LCM (Figure 1). This technique makes it possible to capture MEC while they are in their physiological context and therefore to obtain RNA specifically from this cell type at 30 hpi, thus allowing a comparison with RNA isolated from MFG at the same stage. However, infection leads to an infiltration of immune cells within the secretory parenchyma which affects tissue morphology and reduces the surface on which LCM could be carried out (Figure 4B). Consequently, only four goats were sampled given the morphology which was strongly affected by infection and therefore not easily suitable for microdissection. To assess the selectivity of MEC capture, mRNA transcript level of a MEC specific marker (*CSN3*) was estimated by measuring the relative expression between captured cells and their corresponding mammary tissue scrapes. The amount of mRNA encoding CSN3 was unchanged (RQ mean = 1.02). Furthermore, *CD18* and *CD3e* expression decreased dramatically (6 to 10-folds reduction) in captured cells as compared with the whole mammary tissue, thus suggesting a negligible presence of immune cells in laser-captured cells, further demonstrating the efficiency of LCM (Figure 4B). However, a weak expression was systematically recorded for *Krt14*, in microdissected MEC, reflecting a slight contamination by mammary myoepithelial cells (MMC) during the course of the capture process, since it is known that *Krt14* is expressed by MMC only [20]. This is probably due to the very close proximity between MMC and MEC and to the difficulty of disassociating luminal MEC from MMC bordering the basal lamina that separates the epithelial layer from the extracellular matrix.

**Figure 4:**
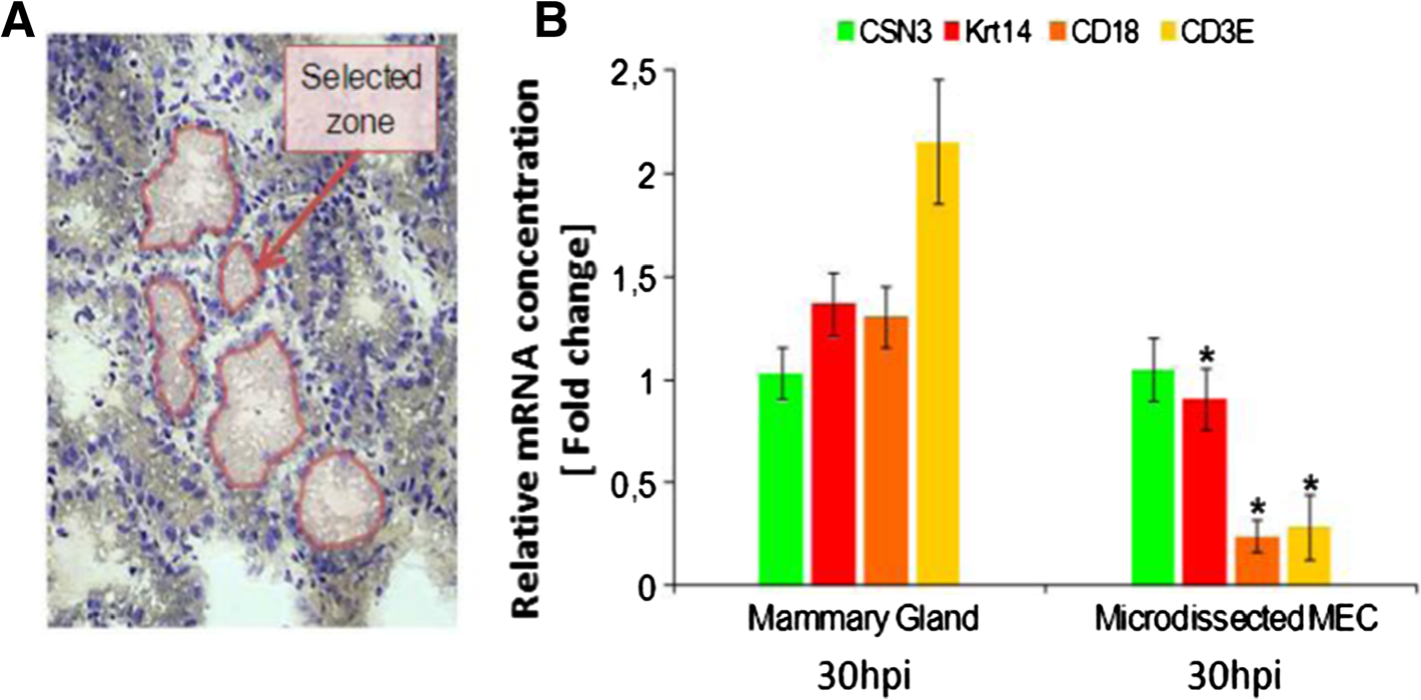
**Selectivity of MEC capture by Microdissection from infected mammary tissue, assessed by real-time qPCR. A)** Section of infected mammary tissue with the zone selected for laser capture microdissection (pink). **B)** Relative expression (± SEM) of specific marker for MEC (*CSN3*, green bar) and for putative contaminating myoepithelial cells (*Krt14*, red bar), macrophages and neutrophils (*CD18*, orange bar) and lymphocytes (*CD3e*, yellow bar) in infected mammary gland (left) and in microdissected infected MEC (right), at 30 hpi*.* *Significance is relative to fold change in expression of infected MG (adjusted *p*-value < 0.05).

### MEC response during the first 24 h following IMI challenge with *S. aureus*

Gene expression profiling of MFG at the early steps (between 0 and 24 h) of the experimental IMI challenge with *S. aureus* was examined for the 5 goats of our experimental design, using microarray technology to identify a repertoire of differentially expressed genes in goat MEC in response to infection. 

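RNA from the MFG of 5 goats, taken before the challenge (T0) and at 12, 18 and 24 hpi, was hybridized to 20 one-colour Agilent sheep arrays, 1 array per goat and time point. The goats carry the numbers 3, 4, 7, 9 and 10. The arrays of goat 3 were on slide 1, those of goats 4 and 7 on slide 2 and those of goats 9 and 10 on slide 3, so that each slide held all 4 time points. For each array, the authors deposited the output of the Feature Extraction software, which holds a Cy3 signal intensity per spot after background subtraction and before any normalization between arrays. The deposited value table of the series holds the same processed signal intensity, equal within 0.01 for the spots that it fills, and is likewise not normalized between arrays. It is empty for the controls and for part of the other spots, of which 43.6 to 97.2% per array were well above background. Each array had 15744 features, and the spots other than controls represented 15008 probes. The share of these spots called well above background by the software had a median of 59.1% at T0 (range 47.1 to 96.6%), 82.8% at 12 hpi (45.6 to 89.8%), 92.1% at 18 hpi (57.4 to 97.8%) and 63.5% at 24 hpi (56.3 to 89.4%). No spot was called saturated. Before normalization, the median processed signal of an array lay between 7.33 in goat 9 at T0 and 7179 in goat 4 at 18 hpi. The number of arrays limits the precision of all values.

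**Figure D1:**
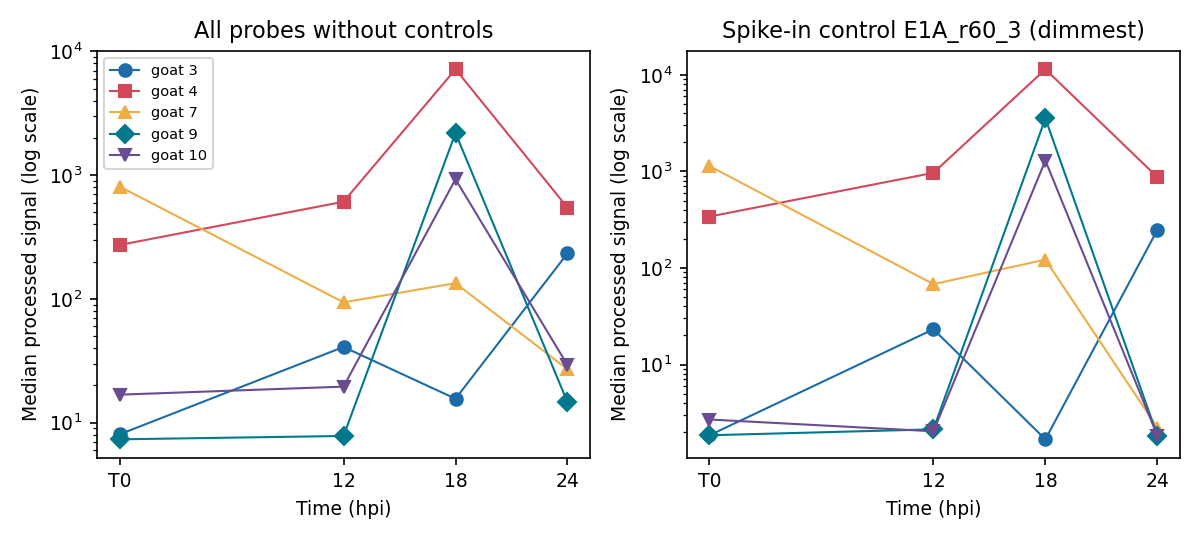
Median processed signal before normalization on each of the 20 arrays (log scale) against time after infection, for all probes without controls (left) and for the dimmest of the 10 E1A spike-in controls (right), with 1 line per goat. In each of the 5 goats, the array with the highest median signal also has the highest signal on this control, as on 7 of the 10 controls.

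Control spots and spots that the software called outliers were left out, processed signals were taken as log2, the spots of a probe were averaged, and the 20 arrays were quantile normalized as in the methods. The paper's text names a minimum signal without its value. A probe was kept when it was well above background on at least 3 of the 5 arrays of at least 1 time point, which left 14190 probes for T0, 12 and 18 hpi and 14240 probes for all time points. Changes were fitted with limma (lmFit and eBayes) with the goat as a block, on the 15 arrays up to 18 hpi and, for comparisons with 24 hpi, on all 20 arrays. P-values were adjusted by the Benjamini-Hochberg method over the kept probes, and a probe was called differentially expressed at an adjusted p-value under 0.05 with at least a 1.5-fold change. Single values were tested by an exact sign-flip permutation test over the goats (two-sided), whose smallest possible p is 0.0625, so that 5 goats cannot reach 0.05. Genes carry the names in the array files, and a gene with several kept probes is represented by its brightest probe. Of the 39 items in Table 2, 19 were identified, most by gene name, ALOX5AP and TXNIP by older names (FLAP and VDUP1), and PECAM1, SBNO2, EE836100, EE755940 and TC55874 by description. TC55874 has the description of the taste receptor item of Table 2 but another cluster number, so its values rest on a less certain match. The other 20 items were not analysed here.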

Microarray results showed that the most highly expressed genes, at the 4 time points of infection (including 24 hpi), were the signature of lactating MEC gene expression. Indeed, genes coding for milk proteins (*LALBA, CSNs* and *BLG*) and ribosomal proteins involved in protein synthesis, RPL and RPS, gave strong signals. Likewise, amongst these highly expressed genes, we also found genes involved in synthesis and secretion of \fatty acids and triglycerides (*FASN, XDH, ADRP, SCD* and *DGAT1*), as well as the gene encoding UDP-galactosyltransferase (*B4GALT1*) which participates in glycoprotein post-translational modification and lactose synthesis. Furthermore, microarray data are consistent with the results of qPCR analyses performed to assess the level of contamination of MFG by immune cells. Indeed, specific macrophage and neutrophil gene markers present on the sheep microarray indicate an absence of immune cells up to 18 hpi whereas the contamination by neutrophils and macrophages began to be noticeable at 24 hpi. Consequently, only the first three conditions (T0, T12 and T18) were considered in the differential analyses done to highlight MEC immune response to IMI. 

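The probes of all 6 milk protein genes (LALBA, CSN1S1, CSN1S2, CSN2, CSN3 and BLG) were well above background on each of the 20 arrays, as were all 15 probes of ribosomal protein genes. The milk protein probes held a median of 17.8% of the processed signal of an array at T0 (range 7.08 to 22.6%, n = 5 goats), 13.2% at 12 hpi (8.47 to 23.7%), 6.35% at 18 hpi (1.31 to 14.9%) and 11.3% at 24 hpi (7.22 to 18.9%). The quantile-normalized log2 signal of CSN3 was 17.32 ± 0.12 (SD, n = 5) at T0 and 17.28 ± 0.044 at 24 hpi, and that of LALBA was 17.25 ± 0.11 and 17.07 ± 0.14.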

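Among 8 genes of milk lipid and lactose synthesis on the array, FASN, XDH, PLIN2 (ADRP), SCD, DGAT1, B4GALT1 and LPL were well above background on all 20 arrays, and ACACA on 10 of them. The normalized log2 signal at T0 was 16.88 ± 0.30 (SD, n = 5 goats) for FASN, 15.07 ± 0.15 for XDH, 17.43 ± 0.15 for PLIN2, 11.64 ± 0.75 for SCD, 7.89 ± 1.09 for DGAT1 and 11.83 ± 0.70 for B4GALT1.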

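Lists of marker genes for neutrophils, macrophages, lymphocytes and myoepithelial cells, which leave out the genes of Table 2, were compared between time points with limma's camera (preset inter-gene correlation of 0.01) and adjusted over the 6 lists used. Of 40 genes on the neutrophil list, 11 had a kept probe, and 3 of these (ITGB2, LTF and TYROBP) were well above background on all 20 arrays, T0 included. Whether epithelial cells also express genes of these lists was not tested here, so a signal at T0 need not come from leukocytes. Between 12 and 18 hpi, the neutrophil list had a median log2 change of 1.20 (camera adjusted p = 0.0152), with 10 of its 11 genes higher. The list was higher in 4 of the 5 goats, with medians of -0.18 in goat 3, 0.62 in goat 4, 0.48 in goat 7, 2.38 in goat 9 and 2.12 in goat 10 (exact permutation test on the 5 goats, p = 0.125). With adjustment over all probes, 0 of its genes were differentially expressed, and 2 were when adjusted over the list alone. ITGB2 (CD18) changed by 0.49 from 12 to 18 hpi (adjusted p = 0.326 from limma, higher in 4 of 5 goats) and by 0.15 from T0 to 18 hpi (0.792, higher in 2 of 5 goats), where a second probe changed by -0.22. Relative to T0, the list at 18 hpi had a median change of 0.83 (camera adjusted p = 0.0247, higher in 3 of 5 goats). From 18 to 24 hpi, its median change was 0.60 (camera adjusted p = 0.0953), and from T0 to 24 hpi it was 0.94 (camera adjusted p = 3.1e-06), higher in 4 of 5 goats.
The macrophage list, with 8 of its 24 genes on the array and CD14, FCGR2B and TLR4 well above background on every array, had median changes of 1.14 from 12 to 18 hpi (camera adjusted p = 0.126; higher in 5 of 5 goats), 0.80 from 18 to 24 hpi (0.0953) and 0.86 from T0 to 24 hpi (3.1e-04; higher in 4 of 5 goats). From T0 to 12 hpi, the neutrophil list changed by -0.27 and the macrophage list by -0.29 (camera adjusted p of 0.542 for both). Lymphocyte genes changed by 1.27 from 12 to 18 hpi (camera adjusted p = 0.0782), by 1.34 from T0 to 18 hpi (0.0447, higher in 3 of 5 goats) and by -1.49 from 18 to 24 hpi (0.0953), and myoepithelial genes by 0.83 (0.0938) and -1.15 (0.254). None of these calls by camera held under limma's fry, with adjusted p-values of 0.161 for the neutrophil list between 12 and 18 hpi, 0.209 for the neutrophil and lymphocyte lists between T0 and 18 hpi, 0.116 for it between T0 and 24 hpi and 0.0864 for the macrophage list between T0 and 24 hpi. With the correlation between genes estimated from the arrays, the neutrophil list had a p-value of 0.288 between 12 and 18 hpi and 0.0666 between T0 and 24 hpi, and only the macrophage list between T0 and 24 hpi stayed under 0.05 (0.0207, not adjusted).
With the slide in place of the goat as a block, the neutrophil list kept its change from 12 to 18 hpi (camera adjusted p = 0.0145; range over all alternatives 6.3e-04 to 0.98). Its median change in this interval was 0.53 within slide 2 and 2.24 within slide 3. Among the alternatives, it moved most with the brightness of each array as a covariate, a choice made after seeing the data, under which it was -0.052.

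**Figure D2:**
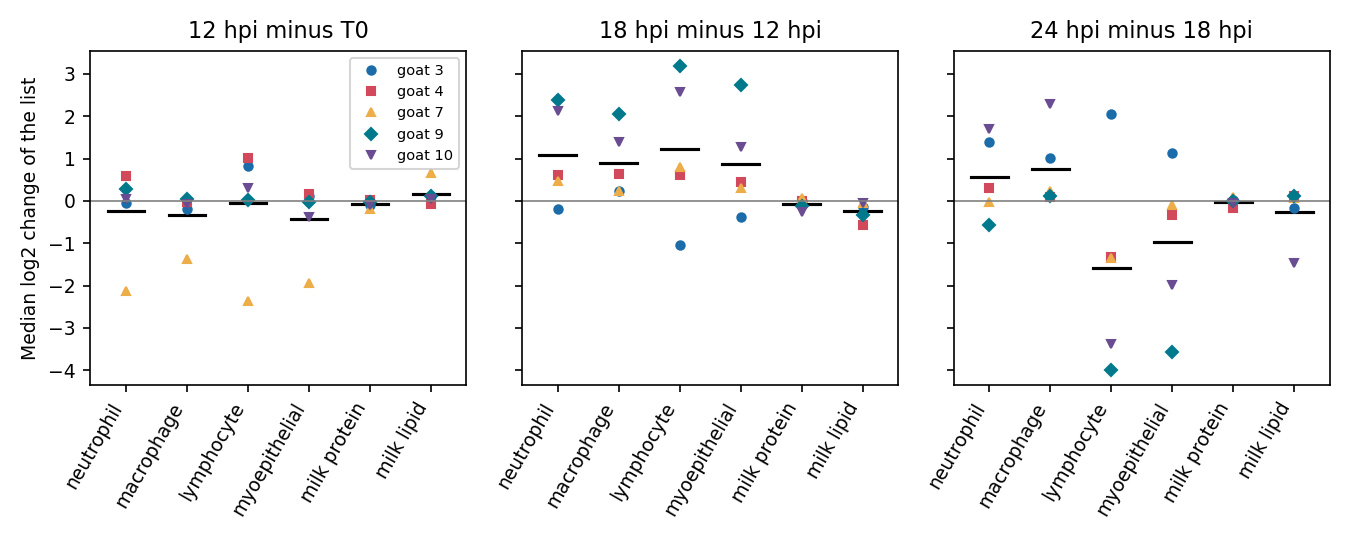
Median log2 change of each list of genes in each of the 5 goats (symbols) and the mean over the goats (black bars), from T0 to 12 hpi (left), from 12 to 18 hpi (middle) and from 18 to 24 hpi (right). From 12 to 18 hpi, the neutrophil list ranges from -0.18 in goat 3 to 2.38 in goat 9, and the milk protein genes stay near 0 under the quantile normalization used.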

Globally, repeated measures ANOVA analysis of microarray data revealed that a limited number of genes were impacted in their expression at the early stages of infection. Among the 15 208 probe set present on the Sheep Gene Expression Microarray (8 × 15 K), a total of 47 probes (39 annotated genes) were significantly differentially expressed in response to IMI challenge after a Benjamini-Hochberg correction [28] to control the false discovery rate (adjusted *p*-value inferior to 0.05). These genes (Table 2) showed at least a 1.5-fold difference in expression in one of the pair wise comparisons (0 vs. 12 h, 12 vs. 18 h). Among these 39 differentially expressed genes, only 12 genes are differentially expressed at 12 hpi, while all 39 are differentially expressed between 12 and 18 hpi. This limited but increasing number of differentially expressed genes was consistent with the fact that gene expression analyses were performed at the very early stages of infection. 

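Over T0, 12 and 18 hpi, limma's F test with the goat as a block called 0 of the 14190 kept probes differentially expressed. The lowest adjusted p-value was 0.534, and 237 probes had an unadjusted p-value under 0.05. The methods' repeated-measures test, computed for each probe on the same arrays, also called 0 probes, with 311 at an unadjusted p-value under 0.05. A change of at least 1.5-fold between successive time points was seen in 9507 probes, so that the adjusted p-value set the count. It stayed at 0 under every alternative processing tried and with each goat left out in turn. The probes at an unadjusted p-value under 0.05 in the F test ranged from 35 without goat 10 to 3302 without goat 7. The adjusted p-value moved most with array weights, a choice made after seeing the data, under which the lowest was 0.0782.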

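Between T0 and 12 hpi, limma called 0 probes differentially expressed (125 with an unadjusted p-value under 0.05, lowest adjusted p-value 1.0), although 2772 probes differed by at least 1.5-fold. Between 12 and 18 hpi, it called 0 probes (1073 with an unadjusted p-value under 0.05, lowest adjusted p-value 0.307), and 9008 differed by at least 1.5-fold. The methods' repeated-measures test in its pairwise form called 0 probes in both comparisons, with 363 and 622 at an unadjusted p-value under 0.05. With the slide in place of the goat as a block, limma called 0 probes in both comparisons as well. With goat 9 left out, the probes at an unadjusted p-value under 0.05 between 12 and 18 hpi were 55, and with goat 7 left out they were 3591. Adjusted over the list alone, 0 of the 19 identified genes of Table 2 changed between T0 and 12 hpi and 8 between 12 and 18 hpi, which is not independent evidence because the study chose the list on these arrays. The paper relates the low number of genes at 12 hpi and the higher number at 18 hpi to the very early stages of infection at which the samples were taken.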

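Of the 19 identified genes of Table 2, 13 were lower at 12 hpi than at T0 and 6 were higher, with a median log2 change of -0.22 (range -1.07 to 0.78). Their adjusted p-value was 1.0 throughout. IL1B changed by -0.59 (standard error 0.69; lower in 4 of 5 goats, exact permutation test, p = 0.25), TXNIP by -0.76 (standard error 0.52; lower in 4 of 5 goats, exact p = 0.188) and TC55874 by -0.54 (standard error 0.57; lower in 4 of 5 goats, exact p = 0.188). EE836100 changed by 0.78 (standard error 0.93), with 2 of 5 goats higher. The largest share of this last change came from goat 7, with a log2 change of 3.51. Within slide 3, without goat 7, EE836100 changed by -0.17, and with normexp background correction TC55874 changed by 0.059.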

Regarding the 0 h vs. 12 h comparison, fold changes were relatively low (ranging between 1.5 and 2.7) with a majority of genes (11) down-regulated. Only 3 genes were up-regulated corresponding to a chemokine (CCL-2), the immediate early response 3 protein (IER3) and the phosphodiesterase 4B cAMP-specific (PDE4B). Between 12 and 18 hpi, there were more differentially expressed genes, and the balance between up and down regulated genes was reversed. 

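SBNO2 was the only identified gene among those that Table 2 lists as lower at 18 hpi than at 12 hpi. Its normalized log2 signal was 6.49 ± 1.02 (SD, n = 5 goats) at 18 hpi and 5.16 ± 0.89 at 12 hpi, a change of 1.33 (standard error 0.71, adjusted p = 0.307 from limma). It was higher at 18 hpi in 4 of the 5 goats (exact permutation test, p = 0.188). It was well above background on 4 of 5 arrays at 18 hpi and on 3 of 5 at 12 hpi. In goats 9 and 10, where the rise was largest, it was not well above background at 12 hpi, so the size of the mean change is limited by background. In goats 4 and 7 (slide 2), the only goats with both signals well above background, the change was 0.57.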

Only 3 genes were down-regulated during this period with low fold changes (1.6 to 1.7). In contrast, 36 genes were up-regulated, with fold changes ranging between 1.5 and 21 (Table 2). 

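Between 12 and 18 hpi, 17 of the 19 identified genes of Table 2 were higher at 18 hpi, 10 of them in all 5 goats, and their median log2 change was 1.53. The median of these genes was positive in each goat, with 3.17 in goat 3, 0.65 in goat 4, 0.36 in goat 7, 0.97 in goat 9 and 3.21 in goat 10. It was 0.46 within slide 2 and 2.38 within slide 3. The genes that Table 2 lists as higher and that were lower here were ZFP36 (TTP), with a change of -0.84 (standard error 0.98, adjusted p = 0.532, higher in 3 of 5 goats), and TXNIP, with -0.27 (standard error 0.52, adjusted p = 0.706, higher in 2 of 5 goats). A second probe of each gene changed the other way, by 0.67 for ZFP36 and 0.88 for TXNIP. With scaling of each array to its 75th percentile, TXNIP was higher by 0.14, and this scaling moved the median of all kept probes by 0.66, against 0.10 after quantile normalization. The median of the 19 genes under it was 2.15.

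**Figure D3:**
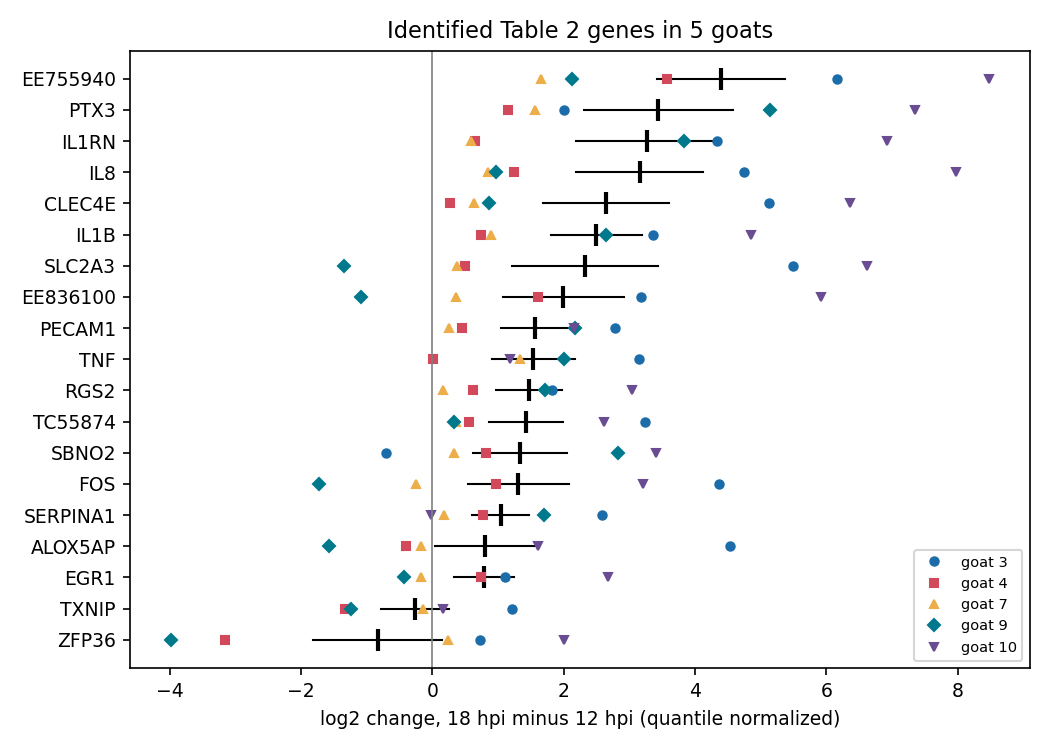
Log2 change from 12 to 18 hpi, after quantile normalization, of the 19 identified genes of Table 2. Symbols are the 5 goats, black ticks the mean change and black lines the standard error from limma. All genes but ZFP36 and TXNIP have a mean above 0.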

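Among the genes with a role in inflammation, IL1RN rose from a normalized log2 signal of 5.78 ± 1.44 (SD, n = 5 goats) at 12 hpi to 9.04 ± 1.98 at 18 hpi, a change of 3.26 (standard error 1.08). IL1B rose from 6.71 ± 0.88 to 9.21 ± 1.52, a change of 2.50 (standard error 0.69). The chemokine gene IL8 changed by 3.15 (standard error 0.96), PTX3 by 3.44 (standard error 1.13), CLEC4E by 2.65 (standard error 0.96) and PECAM1 by 1.56 (standard error 0.53). Each of these 6 genes was higher at 18 hpi in all 5 goats (exact permutation test, p = 0.0625, the smallest that 5 goats allow), and each had an adjusted p-value of 0.307 from limma. The 12 hpi signal was well above background on all 5 arrays for IL8, on 4 for IL1B, on 3 for IL1RN, PTX3 and CLEC4E, and on 2 for PECAM1. The changes of IL8 and IL1B were larger within slide 3 than within slide 2, with 4.47 and 1.04 for IL8 and, with 1 of the 2 slide 3 arrays at 12 hpi well above background, 3.75 and 0.82 for IL1B. IL1RN, PTX3, CLEC4E and PECAM1 were not well above background at 12 hpi on either slide 3 array, so no sizes are given for them there. Array weights, chosen after seeing the data, gave 1.44 for IL1B and 1.71 for IL8.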

Genes whose expression was highly increased, were mainly involved in the inflammatory response [interleukin-1 receptor (*IL-1RN*), S100 calcium-binding protein A12 (*S100A12*), Interleukin-1β (*IL-1β*)], in chemotaxis [interleukin 8 (*IL-8*), chemokine C-C motif ligand 4 (*CCL4*)], in cell adhesion [tumor necrosis factor alpha-induced protein 6 (*TNFAIP6*), platelet/endothelial cell adhesion molecule (*PECAM1*)], in opsonization by enhancing phagocytic activity of infiltrating immune cells [pentraxin 3 (*PTX3*)] and in apoptosis [serglycin (*SRGN*), Bcl-2 related protein A1 (*BCL2A1*)].

**Table 2:** **The 39 differentially expressed genes (adjusted *p*-value < 0.05 and fold change > 1.5) in Milk Fat Globules of goats (*n*** **= 5), in response to an experimental IMI with *S. aureus, *** **in at least one of the two pairwise comparisons (T0 vs. 12 hpi; 12 hpi vs. 18 hpi)**

**Description**	**Gene symbol**	**Biological function**	**Fold change T0/T12 (sens of regulation)**	**Fold change T12/T18 (sens of regulation)**
Arachidonate 5-lipoxygenase-activating protein	*ALOX5AP*	Leukotriene metabolic process	*1.1*	1.7 (up)
**Bcl-2-related protein A1**	***BCL2A1***	**Apoptosis**	***1.0***	**5.1 (up)**
Chemokine (C-C motif) ligand 2	*CCL2*	Inflammatory response, chemotaxis	1.6 (up)	1.6 (up)
**Chemokine (C-C motif) ligand 4**	***CCL4***	**Inflammatory response, chemotaxis**	***1.1***	**6.8 (up)**
**C-type lectin domain family 4 member E**	***CLEC4E***	**Immune response**	***1.3***	**6.1 (up)**
Cathepsin Z	*CTSZ*	Proteolysis	*1.4*	1.5 (up)
Early growth response protein 1	*EGR1*	Regulation of transcription, cell proliferation	*1.1*	1.6 (up)
Early growth response 3	*EGR3*	Apoptosis, chemotaxis	*1.1*	2.3 (up)
Fc fragment of IgG, low affinity IIIa, receptor	*FCGR3A*	Immune response	1.7 (down)	1.8 (up)
Proto-oncogene protein c-fos	*FOS*	Regulation of transcription, cell proliferation	*1.1*	2.5 (up)
Growth arrest and DNA-damage-inducible protein GADD45 alpha	*GADD45α*	Cell cycle	1.8 (down)	3.2 (up)
Immediate early response 3	*IER3*	Inflammatory response	1.5 (up)	2.7 (up)
Interleukin-18-binding protein Precursor	*IL18BP*	Regulation of transcription, cell proliferation	*1.3*	1.7 (down)
**Interleukin 1 beta**	***IL-1β***	**Inflammatory response, cytokine biosynthesis**	**1.5 (down)**	**5.6 (up)**
**Interleukin-1 receptor**	***IL1RN***	**Inflammatory response**	***1.0***	**9.8 (up)**
Interleukin-2 receptor gamma chain	*IL2RG*	Regulation of gene expression, alpha-beta Regulatory T cell differentiation	*1.2*	1.5 (up)
**Interleukin 8**	***IL-8***	**Chemotaxis**	***1.3***	**8.5 (up)**
Metallothionein-1A	*MT-1A*	Cellular response to zinc and cadmium ion	*1.4*	1.7 (down)
Phosphodiesterase 4B, cAMP-specific	*PDE4B*	Signal transduction	2.1 (up)	2.1 (up)
Platelet/endothelial cell adhesion molecule	*PECAM1*	Cell adhesion	*1.4*	3.0 (up)
**Pentraxin-related protein**	***PTX3***	**Regulation of phagocytosis**	***1.2***	**4.8 (up)**
Regulator of G-protein signaling 2	*RGS2*	Cell cycle	*1.2*	2.2 (up)
Ras-related associated with diabetes	*RRAD*	Protein transport	*1.0*	1.6 (up)
**S100 calcium-binding protein A12**	***S100A12***	**Inflammatory response**	**1.9 (down)**	**8.0 (up)**
Protein strawberry notch homolog 2	*SBNO2*	Regulation of transcription, cell proliferation	*1.4*	1.6 (down)
Serine dehydratase	*SDS*	Cellular amino acid metabolic process	*1.3*	5.7 (up)
Alpha-1-antitrypsin	*SERPINA1*	Inflammatory response, acute phase response	*1.3*	2.1 (up)
**Solute carrier family 2, facilitated glucose transporter member 3**	***SLC2A3***	**Carbohydrate transmembrane transport**	***1.4***	**6.9 (up)**
Suppressor of cytokine signaling 3	*SOCS3*	Inflammatory response	*1.4*	2.4 (up)
**Spleen focus forming virus (SFFV) proviral integration oncogene**	***SPI1***	**Regulation of transcription, cell proliferation**	**2.7 (down)**	**4.4 (up)**
**Serglycin**	***SRGN***	**Apoptosis**	***1.3***	**8.4 (up)**
Tumor necrosis factor alpha	*TNFα*	Inflammatory response, anti aptoptosis	*1.3*	2.9 (up)
**Tumor necrosis factor alpha-induced protein 6**	***TNFAIP6***	**Cell adhesion**	***1.0***	**9.1 (up)**
Tristetraprolin	*TTP*	Inflammatory response	*1.0*	1.6 (up)
Thioredoxin-interacting protein	*TXNIP*	Response to oxidative stress	2.1 (down)	1.5 (up)
021030OOCX008067HT OOCX Ovisaries cDNA			1,7 (up)	4.0 (up)
MGC165862 protein			1.6 (down)	3.4 (up)
**020605OCS411016083HT OCS4 Ovisaries cDNA**			***1.2***	**21.0 (up)**
Taste receptor type 2 – Bos taurus (Bovine), partial (26%) [TC17737]			1.5 (down)	2.7 (up)

Adjusted p-value < 0.05 and fold change > 1.5 are in bold, in at least one of the two pairwise comparisons.

#### Gene network analysis of differentially-expressed gene lists

Systemic identification and grouping of differentially-expressed genes into biological networks was performed using the software packages Ingenuity Pathway Analysis. Analysis of gene interactions and pathways was performed using the differentially-expressed gene sets (0–12 h and 12–18 h) after staphylococcal stimulation, independently. We observed that top networks obtained at 12 hpi deal with cellular movement with 12 molecules on 14 molecules annotated taking part in this network. At 18 hpi, the most relevant biological networks were related to inflammatory response and infectious disease with 27 molecules on 32 molecules annotated (Figure 5). Moreover, for each comparison, inflammatory response and cell to cell signalling and interaction were among the top biological functions that came up with highly significant *p*-values (1.09 × 10^–14^-8.77 × 10^–05^ and 1.09 × 10^–14^-9.69 × 10^–05^, at 12 hpi, respectively and 1.55 × 10^–20^-8.04 × 10^–04^ and 1.65 × 10^–14^-7.43 × 10^–04^ at 18 hpi, respectively.

**Figure 5:**
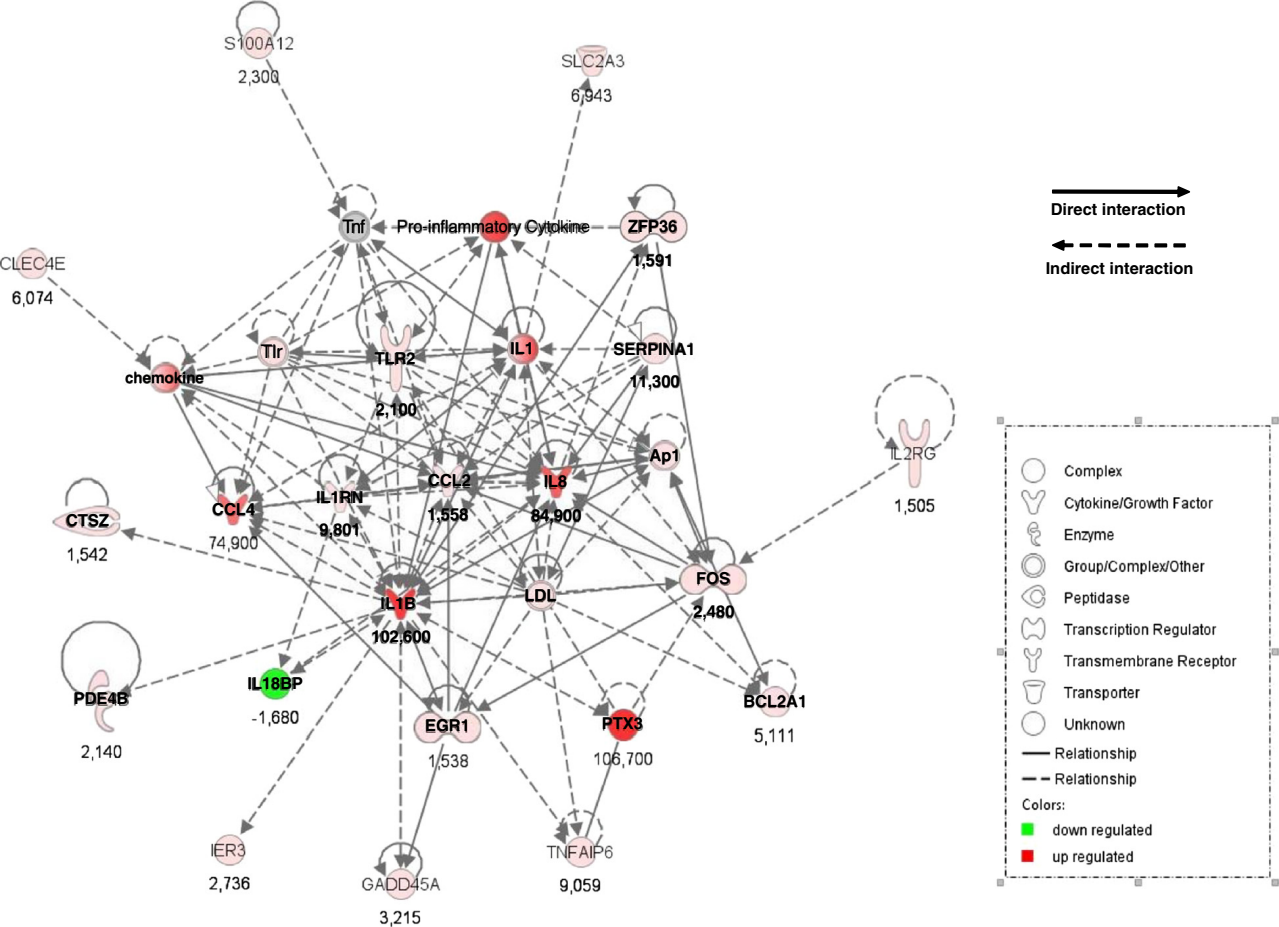
**Ingenuity Pathway Analysis (IPA) of the 39 differentially expressed genes in MFG transcriptome at 18 hpi vs*. *before infection (T0).** The IPA legend defining the symbols depicted in IPA networks is given in the inset. Direct interaction is in solid line whereas indirect interaction is indicated by a dotted line.

Using the Empirical Bayes Dynamic Bayesian Network (EBDBN) algorithm in order to identify temporal relationships among the 39 differentially expressed genes, we were able to construct an interaction gene network. Using this approach, it appears that *GADD45α*, *IL18BP* and *SOCS3* are highly regulated genes in the network with a high degree of outward connectivity to other genes that are for the most up-regulated (Figure 6). *TNFα*, *PDE4B* and *S100A12* are conversely key genes encoding molecules that activate or repress the expression of other genes of the network.

**Figure 6:**
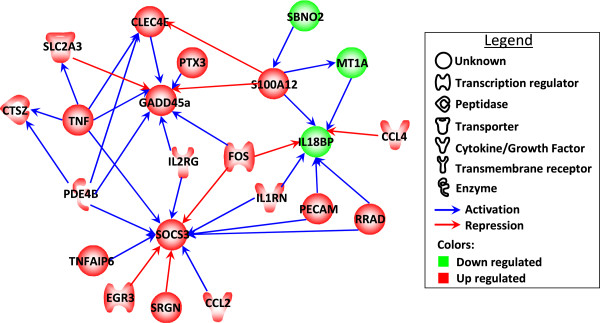
**Interaction network analysis of the differentially expressed genes at the early stages of infection.** This consensus network represents the relationships identified by the analysis with the EBDBN approach (see Materials and methods).

#### Confirmation of differentially expressed genes by qPCR

A total of 16 genes were chosen to be confirmed by qPCR and to substantiate the involvement of the key biological pathways identified. Together with the positive marker (*CSN3*) and contamination markers (*CD18*, *CD68* and *GPR97*), we chose eight up-regulated genes encoding: pentraxin 3 (*PTX3*), interleukins 1β and 8 (*IL-1β*, *IL-8*), chemokine 4 (*CCL4*), serglycin (*SRGN*), tumor necrosis factor alpha (*TNFα*), SERPINA1 (*SERPINA1*), *S100A12* and four apparently non regulated genes encoding proteins known to be involved in the innate immune response: Toll-like receptor 2 (*TLR2)*, cathelicidin 3 (*CATHL3*), galectin3 (*LGALS3*) and the acute phase serum amyloid A3 (*SAA3*). All of these genes, with the exception of *TLR2*, that were found differentially expressed or not, as defined by the initial microarray screening, conserved the same status when analyzed by qPCR (*P* < 0.05). 

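On the arrays, TLR2 was 0.63 higher at 18 hpi than at T0 on the log2 scale (standard error 0.31, adjusted p = 0.53 from limma), in all 5 goats (exact permutation test, p = 0.0625). A second TLR2 probe changed by -0.40. At 24 hpi, TLR2 was higher than at 18 hpi by 2.53 (standard error 0.43, adjusted p = 0.0172), in all 5 goats. It was the only 1 of the 22 tested genes that the text names outside Table 2 to be differentially expressed in this interval, and the adjusted p-value was 0.267 without goat 4, 0.189 without goat 9, 0.14 without goat 10, 0.156 with 75th percentile scaling and 0.63 by the methods' repeated-measures test (range over all alternatives 8.8e-04 to 0.63). CATHL3 changed by 1.60 from T0 to 18 hpi (standard error 0.71, adjusted p = 0.53; higher in 4 of 5 goats, exact p = 0.188) and was well above background on 4 of 5 arrays at 18 hpi and 2 of 5 at T0. SAA3, well above background on all arrays, changed by 0.11 (standard error 0.26, adjusted p = 0.786; higher in 3 of 5 goats, exact p = 0.5), and by -2.58 with 75th percentile scaling.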

The reasons why *TLR2* was not identified in the microarray analysis whereas it unambiguously showed a differential expression when measured by qPCR (Figure 7) are not clear. This might be due to a weak specificity of the microarray probe, rather than to the use of a heterologous system since we did not find any difference between goat and sheep *TLR2* mRNA nucleotide sequences that match perfectly. For the other target genes, our results show the same trend (Figure 7) and correlate with microarray data, although systematically and significantly higher in qPCR. For instance, the expression of the gene encoding the pro-inflammatory cytokine IL-8 increased sharply between 0 and 18 hpi (mean fold change = 94.7, with an important variability between goats) whereas the specific MEC marker was constant and the contamination by infiltrating immune cells remained negligible (Figure 8). Indeed, we also observed a sharp increase in the expression of different innate immune genes, such as *PTX3*, *IL-1β*, *CCL4* and *S100A12,* at 18 hpi. Regarding the gene encoding the SAA3 acute phase protein, its expression was unchanged until 18 hpi whereas the expression of *TLR2* showed a slight increase (fold change = 2.0).

**Figure 7:**
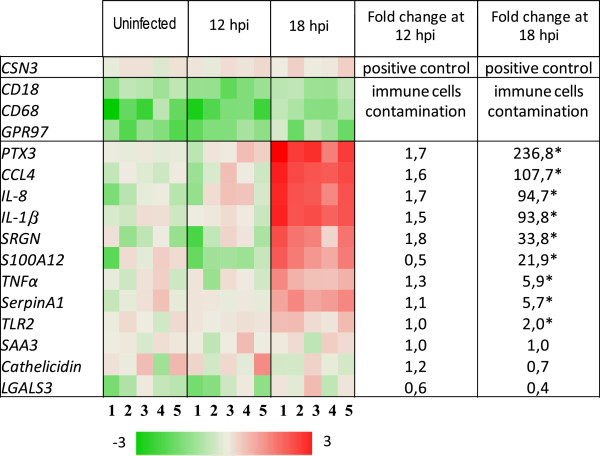
**Heat map of up- and down-regulated genes related to innate defense, selected from MFG transcriptome analysis of the IMI time course challenge with *S. aureus*.** Gene expression was assessed using qPCR; genes shown in red are up-regulated and those shown in green are down-regulated in MFG infected at 12 hpi and 18 hpi, relative to MFG from the uninfected half-udder. Data are expressed in log_10_ ratios with respect to the reference genes (*RPS24* and *PPIA*), at each time point and represent the five biological replicates at each time point.

**Figure 8:**
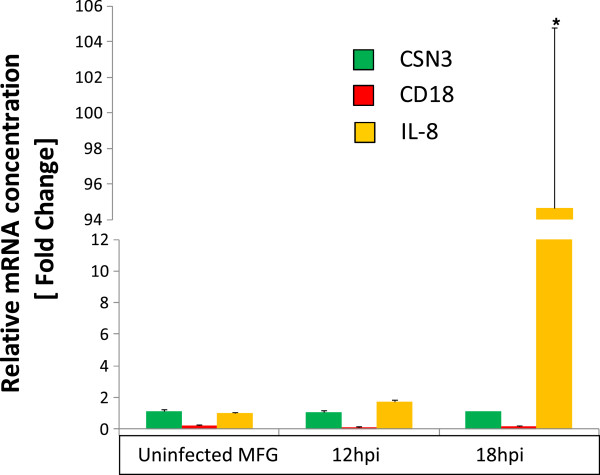
**Expression of *IL-8 *in MFG, at different time points of infection (12 hpi and 18 hpi) induced by an *S. aureus *challenge.** Abundance of mRNA arising from the gene encoding the pro-inflammatory cytokine IL-8 (yellow bar) is expressed relative (± SEM) to transcripts from *CSN3*, a specific MEC marker (green bar) and from *CD18*, a specific marker for macrophages and neutrophils (red bar). *Significance is relative to the fold change in expression taking MFG from milk of the right uninfected half-udder as reference (adjusted *p*-value < 0.05).

Taken together, these results strongly support the notion that during the early stages post-inoculation (before 24 hpi), MEC initiate a prompt response to infection and a sharp induction of innate immune genes that are predominantly associated with the pro-inflammatory response.

### Genes associated with the innate immune response are still expressed in MEC at 30 hpi

Given that the MEC response to infection cannot be analyzed using RNA extracted from MFG at 24 hpi and beyond, due to MFG contamination by immune cells after the burst of SCC in milk, mammary tissue samples collected at slaughtering on goats at 30 hpi were used to monitor MEC contribution using the same qPCR approach on RNA extracted from microdissected MEC. LCM is considered the gold standard method to analyze single cell-type gene expression, since it allows an isolation, under morphological control, of cells of interest (here MEC) in their physiological environment. However, given the limited amount of material extracted, we only measured the expression of a few genes found up-regulated in qPCR at 18 hpi (see above). Thirty hours after the IMI challenge, all the genes analyzed displayed a higher expression than in uninfected MEC (Table 3). The expression of *IL-8* and *PTX3*, for example, increased until reaching a fold change (322 ± 6 and 124 ± 5, respectively) of the same order as that found within the mammary parenchyma (418 ± 9 and 158 ±5, respectively), strongly supporting the notion that IL-8 and PTX3 are synthesized by MEC. This conclusion also applied to SAA3, SERPINA1, and TLR2, thus suggesting an important contribution of this cell-type in initiating the inflammatory response. On the contrary, several genes found up-regulated at 18 hpi using MFG RNA, such as *IL-1β*, *CCL4, TNFα* and *S100A12,* showed a lower expression at 30 hpi as compared with the mammary parenchyma (Table 3).

**Table 3:** Changes in expression of some innate immune genes in the mammary gland parenchyma (MG) and in microdissected MEC, relative to non-infected tissue and non-infected microdissected MEC at 30 hpi, respectively

**Target genes**	**Fold change in MG at 30 hpi**	**Fold change in microdissected MEC at 30 hpi**
*SAA3*	2.71 ± 0.75	3.01 ± 0.70
*SERPINA1*	10.40 ± 1.02	9.56 ± 0.89
*TLR2*	3.68 ± 0.87	2.97 ± 0.53
*PTX3*	158.07 ± 5.20	123.83 ± 5.11
*IL-8*	417.87 ± 8.78	321.85 ± 6.55
*TNFα*	29.57 ± 1.77	16.77 ± 1.21
*CCL4*	8.30 ± 1.26	3.17 ± 0.36
*S100A12*	42.41 ± 1.02	14.92 ± 0.34
*IL-1β*	32.32 ± 2.41	7.55 ± 0.57

This under-expression at 30 hpi could be due either to a specific degradation of the cognate transcripts during the microdissection process or most likely to an evolution in the gene expression patterns. 

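From 18 to 24 hpi, the normalized log2 signal of IL1B reached 11.20 ± 1.51 (SD, n = 5 goats), a change of 1.99 (standard error 0.67, adjusted p = 0.251 from limma). It rose in all 5 goats (exact permutation test, p = 0.0625). TNF rose from 7.33 ± 0.54 to 9.54 ± 1.35, a change of 2.21 (standard error 0.61, adjusted p = 0.145), in 4 of 5 goats (exact p = 0.125), while a second TNF probe changed by -0.33. Before normalization, the processed signal of both genes fell in 2 of the 5 goats, 4 and 9. In goat 4, the processed signal of IL1B was 13734 at 18 hpi and 8447 at 24 hpi, while the median log2 signal of all probes fell by 3.74. With 75th percentile scaling, IL1B rose in 4 goats and fell in goat 3, and TNF rose in all 5. Without goat 3, the change had an adjusted p-value of 0.0497 for IL1B (range over all alternatives 0.00113 to 0.872) and 0.0244 for TNF (0.0112 to 0.742). Within slide 2 and slide 3, IL1B rose by 2.74 and 1.73 and TNF by 2.76 and 2.84.

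**Figure D4:**
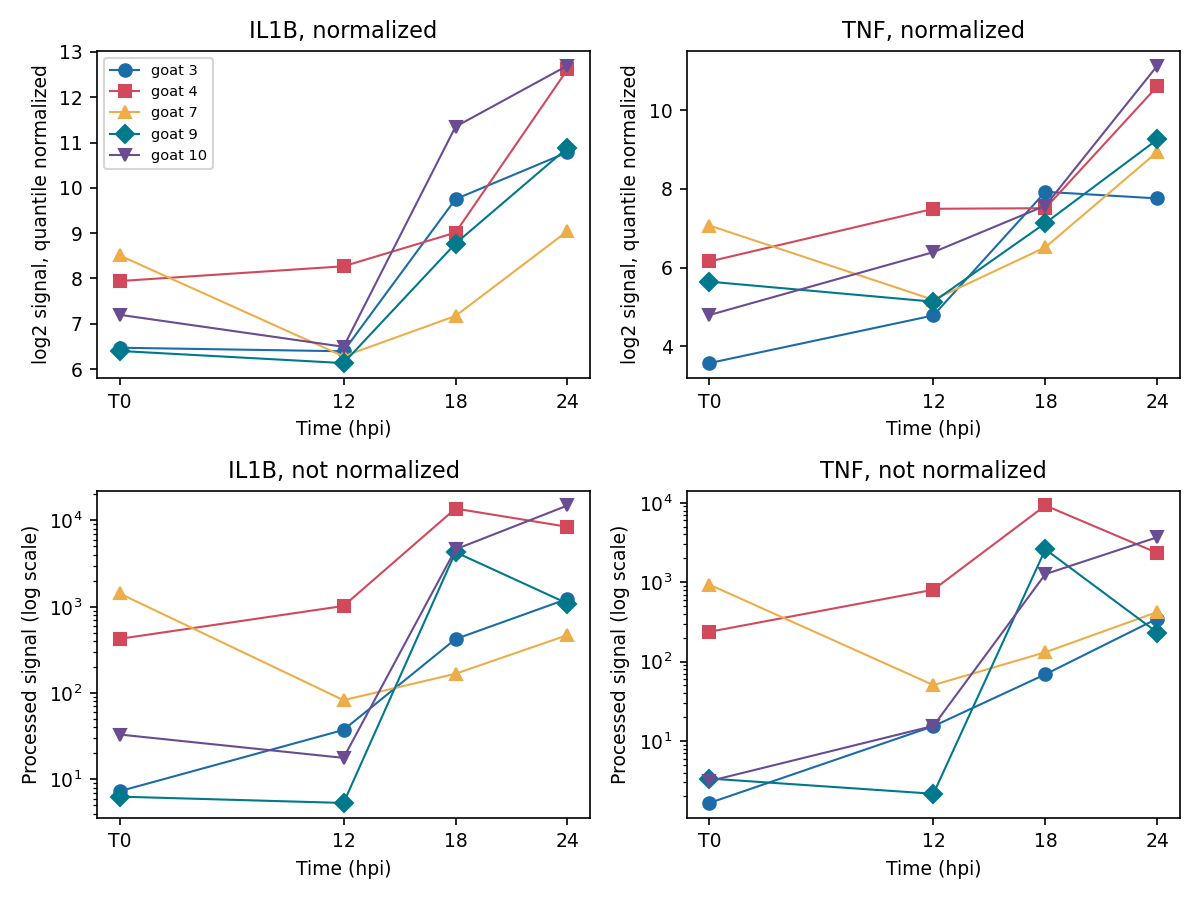
Signal of IL1B (left) and TNF (right) against time after infection in each of the 5 goats, as log2 signal after quantile normalization (top) and as processed signal before normalization (bottom, log scale). From 18 to 24 hpi, the unnormalized lines of goats 4 and 9 fall for both genes, and after normalization only that of goat 3 for TNF does.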

The decreased expression recorded for *IL-1β* and *TNFα* at 24 hpi with the microarray analysis was consistent with this hypothesis, at least for 2 of the 5 goats (Figure 9). On the contrary, dynamics of the expression observed for *S100A12* (Figure 9) and *CCL4* (not shown), between 0 and 24 hpi, showed a pronounced tendency to increase, which seems consistent with the type of effectors and their functions. Since *S100A12* is also expressed by neutrophils and macrophages, this result is very likely due to the presence of leukocytes infiltrating the mammary tissue (mainly neutrophils) in the infected MG samples taken at 30 hpi. 

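CD14 had a log2 change of -0.24 from T0 to 18 hpi (standard error 0.30, adjusted p = 0.631 from limma; lower in 4 of 5 goats) and of 2.24 from 18 to 24 hpi (standard error 0.55, adjusted p = 0.0783; higher in 5 of 5 goats). The latter change had an adjusted p-value of 0.0465 with the stricter filter on dim probes, 0.0454 with the goat as a random block, 0.0262 without goat 3 and 0.0423 without goat 7, in a range over all alternatives of 0.00119 to 0.723. Over the 15 steps between successive time points, CD14 and TNF moved in the same direction in 6 after quantile normalization and in 7 with 75th percentile scaling, and in no goat in all steps. Before normalization, they did so in 11 of 15 steps, and in 2 goats in all steps.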

Interestingly, it should be mentioned that the gene encoding CD14 antigen, a cell surface protein known to play a pivotal role in mediating recognition of bacterial cell wall components [6,12], followed the same dynamic profile as that of *TNFα* in all five goats. When infection is well established, cellular factors recruited from the blood stream, the expression by MEC of pro-inflammatory cytokines and chemokines declined in favour of the expression of several acute phase proteins.

**Figure 9:**
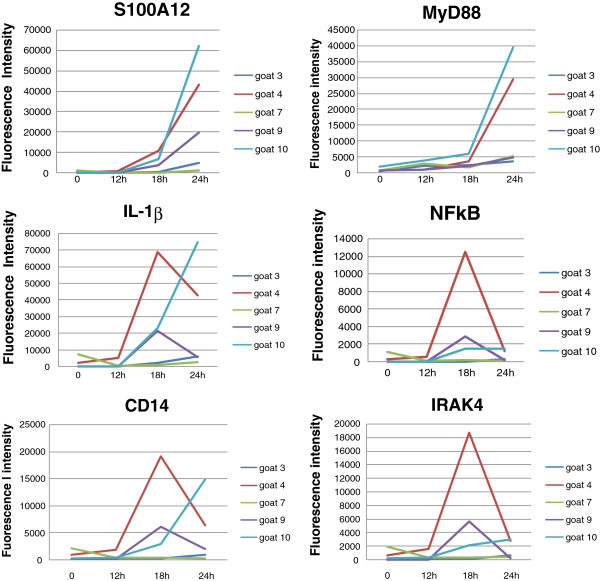
**Individual time-courses expression of selected genes assessed with RNA from MFG using microarrays, during the course of the IMI challenge by *S. aureus*.** Selected genes are the following: *S100A12*, *Il-1β*, *CD14, NFκB, IRAK4* and *MyD88*. Gene expression reflecting abundance of mRNA is given as fluorescence intensity (normalized signal).

## Discussion

It has proved to be difficult to reliably analyse in vivo the time course of the pathogen-specific immune response in the udder [29]. Several groups have designed and standardized experimental conditions to reproducibly infect lactating udders from cows [6,30,31] and ewes [32] to generate meaningful results describing molecular mechanisms of host-pathogen interactions. However, infection of animals suffers from among-individual variation, especially regarding dairy ruminant species. In addition, the udder is a complex organ made of several cell types contributing differentially to its immune response [33]. Therefore, to characterize the MEC response, relevant model cells such as primary bovine MEC have been proposed for the molecular analysis of immune defense mechanisms in the udder [12,34,35]. Their potential to express genes of immune defense in response to stimulation with heat-killed bacteria was recently characterized showing pbMEC is capable of secreting large amounts of mediators of inflammatory response, namely IL-8 and TNFα in a pathogen dose dependent fashion [35]. Comparing the inflammation dependent regulation of factors contributing to the complement system between the udder and MEC to those from fully inflamed udders after infection with live *E. coli* pathogens also underlines some regulatory limitations of the pbMEC cell model, which does not properly reflect the mastitis induced regulation of chemokines and the complement system in the udder [14].

The present study is, to our knowledge, the first report describing the in vivo transcriptional host response of MEC in dairy ruminants, early after an IMI challenge with *S. aureus*. We assessed the contribution of MEC to initiate a pro-inflammatory response and to participate in the recruitment of neutrophils and macrophages at the beginning of staphylococcal infection. Usually, in vitro models are used to get an inside view of MEC function, but it remains a simplified and artificial model. A surrogate and less reductionist approach than the in vitro cellular and invasive biopsy methods is the use of “cytoplasmic crescents” enclosed in MFG, first proposed by Maningat et al. [36] in humans and recently validated in goats [16]. However, RNA from MFG, which in theory only contain RNA from MEC, could be contaminated by RNA from infiltrating immune cells, whose population increases in milk during the infection process, and which can be trapped in the cream layer along MFG isolation. Our results show that up to 18 hpi, RNA extracted from MFG is uncontaminated by RNA from immune cells (Figure 3). The expression level of neutrophil and macrophage specific markers was 17 times less than in a non infected mammary gland whose immune cell population is not more than 5% in the cow mammary tissue [37]. Conversely, at 24 hpi, data should be interpreted with care, and we considered it wiser not to treat MFG as fully representative of MEC due to the level of contamination of MFG by immune cells which can then not be negligible. RNA extracted from MFG reflects the specific physiological metabolic process in functional epithelial cells within the mammary gland, only until 18 hpi. However, regarding some genes known to be specifically and highly expressed in MEC, such as genes encoding milk proteins, RNA extracted from MFG remains representative of this cell type. As shown by qPCR experiments, LCM allows obtaining MEC enriched material with low contamination by MMC. In such a manner we were able to complete until 30 hpi our study of MEC response in their physiological context, even though this contamination was slightly higher than that previously reported by Bevilacqua et al. [20] on healthy tissue. This is probably due to tissue damage associated with inflammation leading to a loss of the secretory epithelium cohesion (Figure 4A). However, since MMC were not shown to be able to induce the production of chemoattractants for neutrophils [38], we can assume that this slight contamination of MEC by MMC has in fact little impact on changes in the expression profile induced by the infection and therefore does not interfere with the contribution of MEC in innate immune gene expression.

In addition, throughout the time course of the challenge we confirmed that mRNA molecules encoding proteins involved in the primary function of the udder, i.e. milk synthesis, were not affected by the experimental infection, thus demonstrating that there is no significant loss of function in the mammary tissue, at least during the first 24 h. Therefore, the experimental model measured changes in immune gene responses that are likely to be appropriate to study the initial stages of infection. 

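The 6 milk protein genes had a median log2 change of -0.12 from T0 to 24 hpi (camera adjusted p = 0.684), and 0 of them were differentially expressed, also when adjusted over the list alone. From 12 to 18 hpi, their median change was -0.067 (camera adjusted p = 0.701). Quantile normalization gives the brightest probes of every array the same values, so a common change of these genes is limited by its construction. With 75th percentile scaling, their median change from 12 to 18 hpi was -2.67 (camera adjusted p = 1.1e-04) and that from T0 to 24 hpi was -0.57. The 75th percentile itself moved with the array signal. In goat 9 it rose from 47.1 at 12 hpi to 3797 at 18 hpi, while the highest signal was 148639 and 146887. In goat 3 it fell from 132 to 107, with highest signals of 178451 and 178407. The value of -2.67 therefore does not show a loss of these transcripts. The 8 genes of milk lipid and lactose synthesis had a median change of -0.39 from T0 to 24 hpi (camera adjusted p = 0.128), lower in 3 of 5 goats. Of these, 0 were differentially expressed over all probes and 1 was when adjusted over the list alone. From the absence of an effect on these transcripts, the paper concludes that mammary tissue lost no significant function during the first 24 h.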

On the contrary, it was clearly demonstrated in cows that signals are transmitted to the surrounding tissue and to the neighbouring uninfected quarters, very early (within the first 24 h) after contact with *E. coli*[39].

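Compared with T0, limma called 0 probes differentially expressed at 18 hpi (558 with an unadjusted p-value under 0.05, lowest adjusted p-value 0.53), and the methods' repeated-measures test called 0 as well (221 with an unadjusted p-value under 0.05). The unadjusted number from limma rested on single goats, with 75 probes without goat 9 and 5406 without goat 7. Of the identified genes of Table 2, 17 were higher at 18 hpi than at T0, and their median log2 change was 1.47. Adjusted over the list alone, 6 of the 19 identified genes changed, which is not independent evidence because the study chose the list on these arrays.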

Transcriptome analyses provided here, even though performed with an incomplete repertoire of gene probes, revealed that gene expression profiles clearly changed at 18 hpi with a low number of differentially regulated genes (*n* = 39), concomitantly with a 5 × 10^6^-fold increase of *S. aureus* bacterial count in milk from infected udders. If similar changes occurred in response to the bacterial infection in the neighbouring uninfected udder, as reported by Jensen et al. [40] in bovine, then such changes may have masked some of the differences between the infected and uninfected udder and this could be a reason why the list of differentially expressed genes is relatively short.

The rather late change in gene expression, only 18 hpi, could be explained by the delay to reach sufficient bacterial concentrations in milk. Sensing the presence of bacteria is an important component of innate immunity [5]. Indeed, kinetic studies of experimental clinical mastitis induced by the intra-mammary infusion of *S. aureus* in ovines showed that the inflammatory response (leucocyte reaction) is not initiated until bacterial concentrations reach 4.10^4^ bacteria/mL of milk [41]. Differentially expressed genes, identified in the microarray screening, of which 15 were confirmed by qPCR, indicated that MEC respond to an IMI challenge with *S. aureus* by substantial increase in abundance of mRNA coding for a range of pro-inflammatory cytokines, chemotactic proteins, antimicrobial factors and acute phase proteins. Our results clearly demonstrate that MEC, which form the first line of defense against invading pathogens, are actually able to induce an up-regulation of immune-associated genes involved in the inflammatory response, thus substantiating previous in vitro studies [9,10,12,13,42]. We note that, as pointed out by Gunther et al. [14] in a comparison of primary culture of bovine MEC and udder, such a MEC model, though useful, is generally not considered to reflect what actually happens in vivo. It seems, however, that MFG provides more accurate information to analyze the MEC response, at least during the very first steps of an IMI challenge.

Furthermore, some of the genes found up-regulated in MEC play a key role in orchestrating the regulation of other immune effectors. For instance, the temporal regulatory network, built from the expression data using the Empirical Bayes Dynamic Bayesian Network (EBDBN) algorithm, underlines the first role of MEC in the immune response. This role consists of the recruitment of neutrophils through the up-regulation of *PDE4B* and *TNFα* and in the differentiation and proliferation of lymphocyte T through the up-regulation of *GADD45α*[43]. More precisely, it was observed that the gene encoding the phosphodiesterase PDE4B, which is expressed in the bovine mammary gland [44], plays a key role in immune cell recruitment. Ariga et al. [45] showed that neutrophil recruitment to the lung is impaired in PDE4-deficient mice, by inactivating the second messenger, the cyclic adenosine monophosphate (cAMP), thus abrogating its negative effects on neutrophil recruitment and activation. Jin et al. [46] provide evidence that the gene encoding PDE4B, which is expressed in mouse peritoneal macrophages, is involved in the control of TLR signaling, significantly reducing *TNFα* expression.

The multifunctional pro-inflammatory cytokine TNFα was shown to induce the expression and release of IL-8 by bovine MEC [47]. Our results which are consistent with this, show that genes encoding TNFα and IL-1β and, to a less extent, IL-6 which are typical pro-inflammatory mediators produced in response to TLR stimulation, are up-regulated at 18 hpi. 

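Relative to T0, TNF was higher at 18 hpi by 1.88 on the log2 scale (standard error 0.63) and IL1B by 1.91 (standard error 0.69), each in 4 of 5 goats and each with an adjusted p-value of 0.53 from limma. At T0, TNF was not well above background in goats 3, 9 and 10, and IL1B not in goats 3 and 9. The size of both mean changes is therefore limited by background. The normalized log2 signal of TNF went from 6.15 to 7.51 in goat 4 and from 7.07 to 6.52 in goat 7. That of IL1B went from 7.94 to 9.01 in goat 4, from 8.51 to 7.17 in goat 7 and from 7.20 to 11.35 in goat 10. From 12 to 18 hpi, TNF changed by 1.53 (standard error 0.63, adjusted p = 0.307), in all 5 goats, and its second probe by 0.45. IL6 changed by 0.30 in the same interval (standard error 0.37, adjusted p = 0.552), with 3 of 5 goats higher (exact permutation test, p = 0.688). Relative to T0, IL6 changed by -0.10 at 18 hpi (adjusted p = 0.862, higher in 2 of 5 goats). Its probe was well above background on 3 of 5 arrays at 18 hpi and on 1 of 5 at 12 hpi and at T0. Among the alternatives, the change of IL6 from 12 to 18 hpi ranged up to 1.46, with 75th percentile scaling, and it was -0.019 with normexp background correction, -0.065 without goat 3 and -0.19 within slide 3, where its probe was not well above background at 12 hpi on either array.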

IL-8, a potent chemokine capable of initiating an acute inflammatory response, plays a primary role in the recruitment of neutrophils into the gland [48]. Thus, upon recognizing the pathogen, MEC are able to send out rapidly a strong signal to recruit cellular factors of immune defense (macrophages, neutrophils) from the blood stream into the infected mammary gland. Indeed, this change in gene expression was then followed, 24 hpi, by a massive arrival of cells in milk (Figure 2B), mainly represented by neutrophils [49].

Our results also suggest that the gene suppressor of cytokine signalling 3 (*SOCS3*) occupies a crucial position in the network arising from the temporal analysis. This gene, important for the mammary tissue homeostasis [50,51], encodes an intracellular inhibitor of cytokine signaling that acts in a classical negative feedback loop [52,53]. This is consistent with the fact that the up-regulation of different cytokine encoding genes such as *IL-1β*, *TNFα* and *CCL4* by MEC is restricted at the very early stages of infection, before a decrease at 30 hpi. This short-lived up-regulation was also observed during in vitro studies [15]. Nevertheless, in comparison with in vitro studies, after challenging primary bovine MEC cultures (pbMEC) with heat-inactivated preparation of *S. aureus*, the induction of cytokine-encoding genes such as *IL-1β* and *IL-8* occurred later on in our study. Gunther et al. [35] also observed the same results with a stronger and earlier increase in mRNA abundance in pbMEC challenged with *E. coli* than that found in the udder as caused by acute mastitis. This ability to respond more quickly and strongly could be due to the fact that MEC in culture does not properly reflect the mastitis induced-regulation of cytokines in the udder and rapidly lose their functional features. The immune activity of MEC is regulated and balanced within the udder by factors locally delivered from other cell types [14]. These observations reinforce the interest of studying MEC biology in its physiological context, which can be done using RNA extracted from MFG. This non-invasive technique allowed analyzing the in vivo contribution of MEC during the very first steps of infection on the same individual, thus allowing a study of time-course variations while accounting for individual variability.

On the contrary, increased expression of genes encoding molecules with bactericidal functions, such as S100A12 and PTX3, is the second very clearly identified immune function of MEC. *PTX3* together with *S100A12* that could assist defense of the mammary gland against chronic and subclinical infections, have also been reported to be up-regulated in milk somatic cells in response to *S. aureus* infection in goats [54] and the resulting proteins were shown to be present in bovine milk, helping to resolve the mammary tissue infection as well as potentially contributing to the maturation of the newborn calf epithelium and establishment of the newborn gut microbial population [42]. Concomitantly with the early induction of cytokine and chemokine-encoding genes, we identified an up-regulation of two genes coding for acute phase proteins (APP): pentraxin 3 (PTX3) and α-1 anti-proteinase (SERPINA1) which were also found in bovine milk at the beginning of mastitis [39,42]. 

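From 12 to 18 hpi, SERPINA1 rose from a normalized log2 signal of 4.91 ± 0.48 (SD, n = 5 goats) to 5.94 ± 0.96, a change of 1.04 (standard error 0.43, adjusted p = 0.307 from limma), in 4 of 5 goats (exact permutation test, p = 0.125). It was well above background on 3 of 5 arrays at 12 hpi and on all 5 at 18 hpi. A second SERPINA1 probe changed by 0.13, and a second PTX3 probe by 2.27.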

We demonstrate here from LCM experiments that MEC contribute significantly to the increases of PTX3 and SERPINA1 transcripts, even after the burst of immune cells in milk. Therefore, as previously proposed for SERPINA1 [55,56] which is a potent inhibitor of IL-8-induced hematopoietic stem cell mobilization [57], these two acute phase proteins could be useful markers in the early diagnosis of inflammation. We also observed a slight up-regulation of the gene encoding antimicrobial peptide S100A12 which is known to be induced by inflammatory cytokines such as IL-1β [58] and which demonstrates chemotactic activity, attracting circulating leucocytes in inflammation conditions [59]. This protein, which probably amplifies the inflammatory response via a recruitment of neutrophils [42], was reported to occur during all but the early stage response [60]. This is in agreement with our results. Indeed, it appears that MEC do not greatly contribute to its expression in the early stages of infection. However, the time-course of its response showed a clear tendency towards up-regulation from 24 hpi. Conversely, when the infection is well established, MEC are able to specifically express the acute phase protein SAA3 which can act directly on pathogens [61]. The gene encoding SAA3 is mainly induced by IL1-β and TNFα [62]. Studies have shown a growing interest for this protein and propose SAA3 as a good marker for mastitis. Interestingly, a high level of SAA has been observed in milk, in clinical [63] as well as in sub-clinical [64] bovine mastitis. Furthermore, whatever the dose and the invading pathogen, in vitro [65] as well as in vivo [17] studies reported high levels of mRNA molecules encoding SAA3 in response to infection or experimental challenge with *E. coli* or *S. aureus* cell wall components. However, 30 hpi we observed a very weakly (2.7 to 3-fold) enhanced expression of *SAA3*. This discrepancy could be explained, either by the fact that MEC in culture do not properly reflect MEC in their physiological context and/or that the udder is a complex tissue in which the dynamics of inflammation are different from that observed with a cellular model or even because the reading windows are not comparable. In previous studies (unpublished results), in agreement with the results reported by Eckersall et al. [64] in cattle, we observed that increases in acute phase SAA in milk of experimentally infected ewes occurred within 12 h after *S. aureus* infusion reaching a peak concentration at 72 h. Thirty hpi can still be considered as the onset of the IMI challenge with *S. aureus*, and consistent with our results, Eckersall et al. [64] who recorded at the early stage of infection (48 h) the expression of *SAA3* (mRNA), reported a slight increase (3.6-fold) in abundance of mRNA molecules. To substantiate our results, it is worth noting that most of these proteins were found in proteomic studies performed from *E. coli*, *S. aureus*[66] and *S. uberis*[67] mastitis milk whey. In addition, it should be underscored that the pattern of the response to IMI is basically similar and the qualitative differences observed between species most likely reflect different basal conditions and the type of invading pathogen [68].

Finally, as previously demonstrated in an in vitro study [12], we confirmed in vivo that the expression of *TLR2*, which is a key component in immune recognition of gram-positive bacteria by host cells, recognizing a wide spectrum of microbial components [69], was slightly affected by the infection (2.9-fold up-regulated 30 hpi) and essentially expressed by MEC (80% contribution). Thus, it is likely that MEC contain a fully functional and constitutively active Toll-Like Receptor signalling pathway that is slightly induced by the bacterial challenge but immediately responsive. Therefore, MEC have an intrinsic role in innate immune surveillance of the mammary tissue. The primary function is recruiting immune cells and the recognition likely occurs via the MyD88-dependent TLR signaling pathway. Stimulation of this pathway is considered the main mechanism enhancing expression of pro-inflammatory cytokines and activation of the innate immune response [70]. *TLR2* stimulation triggers intracellular signalling cascades leading to the activation of *NFκB* which, in turn, leads to the activation of several genes encoding pro-inflammatory mediators such as TNFα, IL-1β and IL-6. In addition, *TLR2* stimulation engages the production and release by MEC of chemokines such as IL-8, a potent chemo-attractant and activating factor of neutrophils, and, to a less extent, of cytokines CCL2 and CCL4 which display chemotaxis activity for monocytes and macrophages. Interestingly, due to a considerable among-goat variation, a number of genes possibly involved in MEC response to IMI challenge with *S. aureus*, has not emerged from the microarray analysis. Therefore, we analyzed some relevant genes, known to play crucial roles in the immune function, by comparing their gene expression profiles between goats, during the course of the infection. Thus, MyD88, an adapter protein involved in the Toll-Like Receptor and IL-1R signaling pathway, with a sharp increase at 24 h seemed to follow the same dynamic trends (Figure 9) as S100A12, whereas NFκB and IRAK4 (essential in the activation of NFκB), showed a strong increase at 18 hpi, before rapidly declining at 24 hpi, at least for 3 of the 5 goats analyzed in this study.

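After quantile normalization, MYD88 changed by 0.63 on the log2 scale from 12 to 18 hpi (standard error 0.45, adjusted p = 0.334 from limma; higher in 4 of 5 goats, exact permutation test, p = 0.125) and by 0.19 from 18 to 24 hpi (standard error 0.45, adjusted p = 0.777; higher in 3 of 5 goats). The probe that the array files name NFKB rose by 0.91 from 12 to 18 hpi (standard error 0.34, adjusted p = 0.307; higher in 4 of 5 goats) and by 1.55 from 18 to 24 hpi (standard error 0.50, adjusted p = 0.229; higher in 4 of 5 goats). IRAK4 changed by -0.11 (standard error 0.26, adjusted p = 0.774; higher in 1 of 5 goats) and then by 0.68 (standard error 0.33, adjusted p = 0.291; higher in 5 of 5 goats). A second IRAK4 probe changed by -1.24 and 2.16. Before normalization, the processed signal fell from 18 to 24 hpi in 4 of 5 goats for NFKB and for MYD88 and in 3 for IRAK4. With array brightness as a covariate, chosen after seeing the data, MYD88 changed by -0.21 from 12 to 18 hpi.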

These data collectively demonstrate that we can easily access MEC biology in its physiological context via MFG. This non-invasive technique has allowed assessing the contribution of MEC during the first steps of infection, in vivo. Our results suggest that the MEC response to IMI challenge involves both genes likely to affect pathogen function as well as genes (e.g. cytokines) that alter the behaviour of other cell types. Consistent with others, the picture emerging from this study is that the mammary epithelium is not simply a mechanical barrier but rather a functionally complex tissue capable of responding effectively to the intrusion of pathogens by altering its own gene expression profile and possibly that of other cell types to favour recruitment of immune cells and to synthesize bactericidal molecules. We report here a novel strategy of sampling to monitor the dynamics of gene expression in MEC which allows going further into the understanding of MEC immune capacity. Furthermore, modulation of these roles could be of importance in determining the outcome of an infection. The chronologically induced synthesis of cytokines at the inflammation site is important for pathogen clearance, wound healing and return to normal conditions. This approach could allow a better understanding of MEC functions in animals showing different levels of genetic predisposition to mastitis, as tested with an in vitro study on sheep [71]. From a diagnosis point of view, several candidates for an early detection of mastitis were found.

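Table 2 includes EE755940, a sequence that the array files give without a gene name. Its normalized log2 signal rose from 5.59 ± 0.39 (SD, n = 5 goats) at 12 hpi to 9.99 ± 2.93 at 18 hpi, a change of 4.40 (standard error 0.98, adjusted p = 0.307 from limma). It rose in all 5 goats (exact permutation test, p = 0.0625). Its probe was well above background on 3 of 5 arrays at 12 hpi, and not in goats 9 and 10, so the size of the mean change is limited by background. In goats 3, 4 and 7, it changed by 6.16, 3.57 and 1.66. The change was 2.62 within slide 2, 2.61 with normexp background correction and 4.31 with 75th percentile scaling. Within slide 3, its probe was not well above background at 12 hpi, so no size is given there.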

Despite incomplete and imperfect annotation (the probe with the highest differential expression unfortunately remains unknown), which may explain why some effectors known to be induced in response to infection were not identified in this study (e.g. epithelial β-defensins such as LAP of which the expression is delayed [72] as well as other antibacterial molecules), the repertoire of gene probes used (Sheep Gene Expression Microarray, 8 × 15 K) has nevertheless confirmed the involvement of a number of master cytokines and chemokines (IL-8, IL-1β). Regarding IL-1β, which is first synthesized as biologically inactive pro-IL-1β, its processing into mature, biologically active pro-inflammatory cytokine supposes activation by caspase-1 which remains to be reported for MEC, before being released in the extracellular milieu following a non-classical secretory pathway [73]. One cannot take for granted that mRNA detection guaranties protein expression. The application of an original algorithm to construct gene networks of temporal regulation revealed the involvement of several factors known to play an important role in the inflammatory response, but for which we did not suspect that the MEC could be providers. In a recent review [74] and two proteomic studies [75,76], increasing of low abundant proteins such as IL-8, CD14, SAA, S100A12 and PTX3, were reported in mastitis milk from ewes and cows experimentally infected by *E. coli*, *S. aureus* and *S. uberis* or challenged with LPS, thus corroborating our transcriptional findings. Finally, the non-invasive sampling method (RNA extraction from MFG) provided an opportunity to perform a dynamic study of IMI, and this in spite of the significant individual variability observed which can in such a manner be partly bypassed. It also gives the opportunity to achieve a large-scale validation of the results in a significant number of individuals, which we plan to do in the near future.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

PB was involved in design of study, carried out RNA extractions, performed microarray analyses, participated in statistical and bioinformatic analyses and drafted the manuscript. LL contributed to design and performed qPCR experiments. AR contributed to the statistical analyses of microarray data, constructed gene networks of temporal regulation and revised the manuscript critically. DL performed the statistical analyses of the microarray data. PMo and GP were responsible for the experimental *S. aureus* challenge of goats and sample collection and contributed to critical reading of the manuscript. CB participated in study design, performed Laser Capture Microdissection experiments, RNA extraction and drafted the manuscript. PMa conceived the study and its design, ensured coordination, participated in interpretation of data and contributed in writing the manuscript. All authors read and approved the final manuscript.

## References

[B1] SordilloLMStreicherKLMammary gland immunity and mastitis susceptibilityJ Mammary Gland Biol Neoplasia2002713514610.1023/A:102034781872512463736

[B2] BannermanDDPathogen-dependent induction of cytokines and other soluble inflammatory mediators during intramammary infection of dairy cowsJ Anim Sci200987Suppl1310251870859510.2527/jas.2008-1187

[B3] SordilloLMShafer-WeaverKDeRosaDImmunobiology of the mammary glandJ Dairy Sci1997801851186510.3168/jds.S0022-0302(97)76121-69276826

[B4] BurtonJLErskineRJImmunity and mastitis. Some new ideas for an old diseaseVet Clin North Am Food Anim Pract2003191451268293410.1016/s0749-0720(02)00073-7

[B5] RainardPRiolletCInnate immunity of the bovine mammary glandVet Res20063736940010.1051/vetres:200600716611554

[B6] BannermanDDPaapeMJLeeJWZhaoXHopeJCRainardP*Escherichia coli* and *Staphylococcus aureus* elicit differential innate immune responses following intramammary infectionClin Diagn Lab Immunol2004114634721513817110.1128/CDLI.11.3.463-472.2004PMC404560

[B7] PaapeMJShafer-WeaverKCapucoAVOostveldtKBurvenichC**Immune surveillance of mammary tissue by phagocytic cell**sAdv Exp Med Biol200248025927710.1007/0-306-46832-8_3110959434

[B8] LeitnerGEligulashvilyRKrifucksOPerlSSaranAImmune cell differentiation in mammary gland tissues and milk of cows chronically infected with *Staphylococcus aureus*J Vet Med B Infect Dis Vet Public Health200350455210.1046/j.1439-0450.2003.00602.x12710501

[B9] GrayCStrandbergYDonaldsonLTellamRLBovine mammary epithelial cells, initiators of innate immune responses to mastitisAust J Exp Agric20054575776210.1071/EA05046

[B10] LahouassaHMoussayERainardPRiolletCDifferential cytokine and chemokine responses of bovine mammary epithelial cells to *Staphylococcus aureus* and *Escherichia coli*Cytokine200738122110.1016/j.cyto.2007.04.00617532224

[B11] SwansonKMStelwagenKDobsonJHendersonHVDavisSRFarrVCSinghKTranscriptome profiling of *Streptococcus uberis*-induced mastitis reveals fundamental differences between immune gene expression in the mammary gland and in a primary cell culture modelJ Dairy Sci20099211712910.3168/jds.2008-138219109270

[B12] StrandbergYGrayCVuocoloTDonaldsonLBroadwayMTellamRLipopolysaccharide and lipoteichoic acid induce different innate immune responses in bovine mammary epithelial cellsCytokine200531728610.1016/j.cyto.2005.02.01015882946

[B13] PareekRWellnitzOVan DorpRBurtonJKerrDImmunorelevant gene expression in LPS-challenged bovine mammary epithelial cellsJ Appl Genet20054617117715876684

[B14] GuntherJKoczanDYangWNurnbergGRepsilberDSchuberthHJParkZMaqboolNMolenaarASeyfertHMAssessment of the immune capacity of mammary epithelial cells: comparison with mammary tissue after challenge with *Escherichia coli*Vet Res2009403110.1051/vetres/200901419321125PMC2695127

[B15] GuntherJEschKPoschadelNPetzlWZerbeHMitterhuemerSBlumHSeyfertHMComparative kinetics of *Escherichia coli*- and *Staphylococcus aureus*-specific activation of key immune pathways in mammary epithelial cells demonstrates that *S. aureus* elicits a delayed response dominated by interleukin-6 (IL-6) but not by IL-1A or tumor necrosis factor alphaInfect Immun20117969570710.1128/IAI.01071-1021115717PMC3028868

[B16] BrenautPBangeraRBevilacquaCReboursECeboCMartinPValidation of RNA isolated from milk fat globules to profile mammary epithelial cell expression during lactation and transcriptional response to a bacterial infectionJ Dairy Sci2012956130614410.3168/jds.2012-560422921620

[B17] ZhengJWatsonADKerrDEGenome-wide expression analysis of lipopolysaccharide-induced mastitis in a mouse modelInfect Immun2006741907191510.1128/IAI.74.3.1907-1915.200616495566PMC1418644

[B18] MoroniPPisoniGVimercatiCRinaldiMCastiglioniBCremonesiPBoettcherPCharacterization of *Staphylococcus aureus* isolated from chronically infected dairy goatsJ Dairy Sci2005883500350910.3168/jds.S0022-0302(05)73035-616162524

[B19] WenzJRBarringtonGMGarryFBDinsmoreRPCallanRJUse of systemic disease signs to assess disease severity in dairy cows with acute coliform mastitisJ Am Vet Med Assoc200121856757210.2460/javma.2001.218.56711229511

[B20] BevilacquaCMakhzamiSHelblingJCDefrenaixPMartinPMaintaining RNA integrity in a homogeneous population of mammary epithelial cells isolated by Laser Capture MicrodissectionBMC Cell Biol2010119510.1186/1471-2121-11-9521134253PMC3019183

[B21] SchroederAMuellerOStockerSSalowskyRLeiberMGassmannMLightfootSMenzelWGranzowMRaggTThe RIN: an RNA integrity number for assigning integrity values to RNA measurementsBMC Mol Biol20067310.1186/1471-2199-7-316448564PMC1413964

[B22] SIGENAE[http://www.sigenae.org/], sheep oligo annotation, version 6 (2010/06/14)

[B23] RauAJaffrézicFFoulleyJLDoergeRWAn empirical Bayesian method for estimating biological networks from temporal microarray dataStat Appl Genet Mol Biol20109Article 910.2202/1544-6115.151320196759

[B24] BevilacquaCHelblingJCMirandaGMartinPTranslational efficiency of casein transcripts in the mammary tissue of lactating ruminantsReprod Nutr Dev20064656757810.1051/rnd:200602817107646

[B25] HellemansJMortierGDe PaepeASpelemanFVandesompeleJqBase relative quantification framework and software for management and automated analysis of real-time quantitative PCR dataGenome Biol20078R1910.1186/gb-2007-8-2-r1917291332PMC1852402

[B26] BustinSABenesVGarsonJAHellemansJHuggettJKubistaMMuellerRNolanTPfafflMWShipleyGLVandesompeleJWittwerCTThe MIQE guidelines: minimum information for publication of quantitative real-time PCR experimentsClin Chem20095561162210.1373/clinchem.2008.11279719246619

[B27] VandesompeleJDe PreterKPattynFPoppeBVan RoyNDe PaepeASpelemanFAccurate normalization of real-time quantitative RT-PCR data by geometric averaging of multiple internal control genesGenome Biol20023RESEARCH003410.1186/gb-2002-3-7-research0034PMC12623912184808

[B28] BenjaminiYHochbergYControlling the false discovery rate: a practical and powerful approach to multiple testingJ R Statist Soc199557289300

[B29] PetzlWZerbeHGuntherJYangWSeyfertHMNurnbergGSchuberthHJ*Escherichia coli*, but not *Staphylococcus aureus* triggers an early increased expression of factors contributing to the innate immune defense in the udder of the cowVet Res2008391810.1051/vetres:200705718258172

[B30] RiolletCRainardPPoutrelBDifferential induction of complement fragment C5a and inflammatory cytokines during intramammary infections with *Escherichia coli* and *Staphylococcus aureus*Clin Diagn Lab Immunol200071611671070248710.1128/cdli.7.2.161-167.2000PMC95843

[B31] VangroenwegheFDuchateauLBurvenichCModerate inflammatory reaction during experimental *Escherichia coli* mastitis in primiparous cowsJ Dairy Sci20048788689510.3168/jds.S0022-0302(04)73233-615259223

[B32] BonnefontCMToufeerMCaubetCFoulonETascaCAurelMRBergonierDBoullierSRobert-GraniéCFoucrasGRuppRTranscriptomic analysis of milk somatic cells in mastitis resistant and susceptible sheep upon challenge with *Staphylococcus epidermidis* and *Staphylococcus aureus*BMC Genomics20111220810.1186/1471-2164-12-20821527017PMC3096985

[B33] RiolletCRainardPPoutrelBCells and cytokines in inflammatory secretions of bovine mammary glandAdv Exp Med Biol200248024725810.1007/0-306-46832-8_3010959433

[B34] YangWZerbeHPetzlWBrunnerRMGüntherJDraingCvon AulockSSchuberthHJSeyfertHMBovine TLR2 and TLR4 properly transduce signals from *Staphylococcus aureus* and *E. coli*, but *S. aureus* fails to both activate NF-kappaB in mammary epithelial cells and to quickly induce TNFalpha and interleukin-8 (CXCL8) expression in the udderMol Immunol2008451385139710.1016/j.molimm.2007.09.00417936907

[B35] GuntherJLiuSEschKSchuberthHSSeyfertHMStimulated expression of TNF-alpha and IL-8, but not of lingual antimicrobial peptide reflects the concentration of pathogens contacting bovine mammary epithelial cellsVet Immunol Immunopathol201013515215710.1016/j.vetimm.2009.11.00419963279

[B36] ManingatPDSenPRijnkelsMSunehagALHadsellDLBrayMHaymondMWGene expression in the human mammary epithelium during lactation: the milk fat globule transcriptomePhysiol Genomics200937122210.1152/physiolgenomics.90341.200819018045PMC2661101

[B37] MoyesKMDrackleyJKMorinDEBionazMRodriguez-ZasSLEvertsRELewinHALoorJJGene network and pathway analysis of bovine mammary tissue challenged with *Streptococcus uberis* reveals induction of cell proliferation and inhibition of PPARgamma signaling as potential mechanism for the negative relationships between immune response and lipid metabolismBMC Genomics20091054210.1186/1471-2164-10-54219925655PMC2784807

[B38] BarberMRPantschenkoAGHinckleyLSYangTJInducible and constitutive *in vitro* neutrophil chemokine expression by mammary epithelial and myoepithelial cellsClin Diagn Lab Immunol199967917981054856510.1128/cdli.6.6.791-798.1999PMC95777

[B39] MitterhuemerSPetzlWKrebsSMehneDKlannerAWolfEZerbeHBlumH*Escherichia coli* infection induces distinct local and systemic transcriptome responses in the mammary glandBMC Genomics20101113810.1186/1471-2164-11-13820184744PMC2846913

[B40] JensenKGüntherJTalbotRPetzlWZerbeHSchuberthHJSeyfertHMGlassEJEscherichia coli- and Staphylococcus aureus-induced mastitis differentially modulate transcriptional responses in neighbouring uninfected bovine mammary gland quartersBMC Genomics2013143610.1186/1471-2164-14-3623324411PMC3598231

[B41] Le GallAPlommetMObservations sur la croissance des staphylocoques et la réaction leucocytaire au cours des premières heures de la mammite expérimentale de la brebisAnn Biol Anim Bioch Biophys19655113130(in French)10.1051/rnd:19650108

[B42] LutzowYCDonaldsonLGrayCPVuocoloTPearsonRDReverterAByrneKASheehyPAWindonRTellamRLIdentification of immune genes and proteins involved in the response of bovine mammary tissue to *Staphylococcus aureus* infectionBMC Vet Res200841810.1186/1746-6148-4-1818513449PMC2430192

[B43] SalvadorJMMittelstadtPRBelovaGIFornaceAJAshwellJDThe autoimmune suppressor Gadd45alpha inhibits the T cell alternative p38 activation pathwayNat Immunol2005639640210.1038/ni117615735649

[B44] Dostaler-TouchetteVBédardFGuillemetteCPothierFChouinardPYRichardFJCyclic adenosine monophosphate (cAMP)-specific phosphodiesterase is functional in bovine mammary glandJ Dairy Sci2009923757376510.3168/jds.2009-206519620657

[B45] ArigaMNeitzertBNakaeSMottinGBertrandCPruniauxMPJinSLContiMNonredundant function of phosphodiesterases 4D and 4B in neutrophil recruitment to the site of inflammationJ Immunol2004173753175381558588010.4049/jimmunol.173.12.7531

[B46] JinSLLanLZoudilovaMContiMSpecific role of phosphodiesterase 4B in lipopolysaccharide-induced signaling in mouse macrophagesJ Immunol2005175152315311603409010.4049/jimmunol.175.3.1523

[B47] FitzgeraldDCMeadeKGMcEvoyANLillisLMurphyEPMacHughDEBairdAWTumour necrosis factor-alpha (TNF-alpha) increases nuclear factor kappa B (NF kappa B) activity in and interleukin-8 (IL-8) release from bovine mammary epithelial cellsVet Immunol Immunopathol2007116596810.1016/j.vetimm.2006.12.00817276517

[B48] Persson WallerKColditzIGLunSOstenssonKCytokines in mammary lymph and milk during endotoxin-induced bovine mastitisRes Vet Sci20037431361250756410.1016/s0034-5288(02)00147-9

[B49] PisoniGMoroniPGeniniSStellaABoettcherPJCremonesiPScaccabarozziLGiuffraECastiglioniBDifferentially expressed genes associated with *Staphylococcus aureus* mastitis in dairy goatsVet Immunol Immunopathol201013520821710.1016/j.vetimm.2009.11.01620060596

[B50] Le ProvostFMiYoshiKVilotteJLBriereBRobinsonGWHennighausenLSOCS3 promotes apoptosis of mammary differentiated cellsBiochem Biophys Res Com20053381696170110.1016/j.bbrc.2005.10.13816289036

[B51] RobinsonGWPacher-ZavisinMZhuBMYoshimuraAHennighausenLSocs3 modulates the activity of the transcription factor Stat3 in mammary tissue and controls alveolar homeostasisDev Dyn200723665466110.1002/dvdy.2105817205581

[B52] HeegKDalpkeATLR-induced negative regulatory circuits: role of suppressorof cytokine signaling (SOCS) proteins in innate immunityVaccine200321Suppl 2S61671276368510.1016/s0264-410x(03)00202-0

[B53] CrokerBAKiuHNicholsonSESOCS regulation of the JAK/STAT signalling pathwaySemin Cell Dev Biol20081941442210.1016/j.semcdb.2008.07.01018708154PMC2597703

[B54] CremonesiPCapoferriRPisoniGDel CorvoMStrozziFRuppRCaillatHModestoPMoroniPWilliamsJLCastiglioniBStellaAResponse of the goat mammary gland to infection with *Staphylococcus aureus* revealed by gene expression profiling in milk somatic and white blood cellsBMC Genomics20121354010.1186/1471-2164-13-54023046560PMC3532242

[B55] HuszeniczaGKéglTKulcsarMOlahBGacsMOppelKStollarZJonssonPJanosiSDiagnostic value of certain mastitis markers in following up the clinical and bacteriological changes in pharmacotherapeutic studiesActa Vet Hung1997454094169557318

[B56] BoehmerJLBannermanDDShefcheckKWardJLProteomic analysis of differentially expressed proteins in bovine milk during experimentally induced *Escherichia coli* mastitisJ Dairy Sci2008914206421810.3168/jds.2008-129718946125

[B57] van PelMvan OsRVeldersGAHagoortHHeegaardPMLindleyIJWillemzeRFibbeWESerpina1 is a potent inhibitor of IL-8-induced hematopoietic stem cell mobilizationProc Natl Acad Sci USA20061031469147410.1073/pnas.051019210316432201PMC1360568

[B58] KollsJKMcCrayPBJrChanYRCytokine-mediated regulation of antimicrobial proteinsNat Rev Immunol2008882983510.1038/nri243318949018PMC2901862

[B59] PietzschJHoppmannSHuman S100A12: a novel key player in inflammation?Amino Acids20093638138910.1007/s00726-008-0097-718443896

[B60] GeniniSBadaouiBSclepGBishopSCWaddingtonDvan der Laan M-HPKloppCCabauCSeyfertHMPetzlWJensenKGlassEJde GreeffASmithHESmitsMAOlsakerIBomanGMPisoniGMoroniPCastiglioniBCremonesiPDel CorvoMFoulonEFoucrasGRuppRGiuffraEStrengthening insights into host responses to mastitis infection in ruminants by combining heterogeneous microarray data sourcesBMC Genomics20111222510.1186/1471-2164-12-22521569310PMC3118214

[B61] MolenaarAJHarrisDPRajanGHPearsonMLCallaghanMRSommerLFarrVCOdenKEMilesMCPetrovaRSGoodLLSinghKMcLarenRDProsserCGKimKSWieliczkoRJDinesMHJohannessenKMGrigorMRDavisSRStelwagenKThe acute-phase protein serum amyloid A3 is expressed in the bovine mammary gland and plays a role in host defenceBiomarkers200914263710.1080/1354750090273071419283521

[B62] JensenLEWhiteheadASRegulation of serum amyloid A protein expression during the acute-phase responseBiochem J1998334489503972945310.1042/bj3340489PMC1219714

[B63] JacobsenSNiewoldTAKornalijnslijperEToussaintMJGruysEKinetics of local and systemic isoforms of serum amyloid A in bovine mastitic milkVet Immunol Immunopathol2005104213110.1016/j.vetimm.2004.09.03115661328

[B64] EckersallPDYoungFJNolanAMKnightCHMcCombCWaterstonMMHogarthCJScottEMFitzpatrickJLAcute phase proteins in bovine milk in an experimental model of *Staphylococcus aureus* subclinical mastitisJ Dairy Sci2006891488150110.3168/jds.S0022-0302(06)72216-016606719

[B65] WeberAWeberATMcDonaldTLLarsonMA*Staphylococcus aureus* lipotechoic acid induces differential expression of bovine serum amyloid A3 (SAA3) by mammary epithelial cells: implications for early diagnosis of mastitisVet Immunol Immunopathol2006109798310.1016/j.vetimm.2005.07.02316139367

[B66] Ibeagha-AwemuEMIbeaghaAEMessierSZhaoXProteomics, genomics and pathway analyses of *Escherichia coli* and *Staphylococcus aureus* infected milk whey reveal molecular pathways and networks involved in mastitisJ Proteome Res201094604461910.1021/pr100336e20704270

[B67] SmolenskiGHainesSKwanFYBondJFarrVDavisSRStelwagenKWheelerTTCharacterisation of host defence proteins in milk using a proteomic approachJ Proteome Res2007620721510.1021/pr060340517203965

[B68] LeitnerGMerinUKrifucksOBlumSRivasALSilanikoveNEffects of intra-mammary bacterial infection with coagulase negative staphylococci and stage of lactation on shedding of epithelial cells and infiltration of leukocytes into milk: comparison among cows, goats and sheepVet Immunol Immunopathol201214720221010.1016/j.vetimm.2012.04.01922584045

[B69] KumarHKawaiTAkiraSPathogen recognition by the innate immune systemInt Rev Immunol201130163410.3109/08830185.2010.52997621235323

[B70] TakedaKAkiraSToll-like receptors in innate immunityInt Immunol2005171141558560510.1093/intimm/dxh186

[B71] BonnefontCMRainardPCunhaPGilbertFBToufeerMAurelMRRuppRFoucrasGGenetic susceptibility to *S. aureus* mastitis in sheep: differential expression of mammary epithelial cells in response to live bacteria or supernatantPhysiol Genomics20124440341610.1152/physiolgenomics.00155.201122337903

[B72] LiuSShiXBauerIGüntherJSeyfertHMLingual antimicrobial peptide and IL-8 expression are oppositely regulated by the antagonistic effects of NF-κB p65 and C/EBPβ in mammary epithelial cellsMol Immunol20114889590810.1016/j.molimm.2010.12.01821255844

[B73] EderCMechanisms of interleukin-1β releaseImmunobiology200921454355310.1016/j.imbio.2008.11.00719250700

[B74] BoehmerJLProteomic analyses of host and pathogen responses during bovine mastitisJ Mammary Gland Biol Neoplasia20111632333810.1007/s10911-011-9229-x21892748PMC3208817

[B75] KimYAtallaHMallardBRobertCKarrowNChanges in Holstein cow milk and serum proteins during intramammary infection with three different strains of *Staphylococcus aureus*BMC Vet Res201175110.1186/1746-6148-7-5121884610PMC3179444

[B76] AddisMFPisanuSMarognaGCubedduTPagnozziDCacciottoCCampesiFSchianchiGRoccaSUzzauSProduction and release of antimicrobial and immune defense proteins by mammary epithelial cells following *Streptococcus uberis* infection of sheepInfect Immun2013813182319710.1128/IAI.00291-1323774600PMC3754230

How the deposited data were processed for this re-analysis (not part of the article)

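RNA from milk fat globules of 5 goats was measured at T0 and at 12, 18 and 24 hpi, with 1 array per goat and time point (20 arrays on 3 slides). The sample labels give T0 as non-infected and the later samples as infected with S. aureus, without naming the udder side. The paper collected T0 milk from both sides, so the side of the T0 arrays is not known here. Goats, time points and slides were taken from the sample labels and the headers of the array files. For each array, the authors deposited the output of the Feature Extraction software, whose values are Cy3 signal intensities per spot; per the file headers it was made by version 10.7.3.1 with protocol GE1_107_Sep09 from scans on a G2505C scanner, with 2 scan passes, while the paper's methods give version 10.5, a G2565BA scanner and Lowess normalisation, so it is not known whether these are the files that the authors analysed. Per the headers, the processed signal intensity is background subtracted and not normalized between arrays. The series value table, as deposited, holds the same processed signal intensity values for the spots that it fills, and is empty for the controls and for part of the other spots, many of them well above background.

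The processed signal was taken as log2. Control spots and spots called outliers by the software were left out, the spots of each probe were averaged, and the arrays were quantile normalized. A probe was kept when the software called it well above background on at least 3 of the 5 arrays of a time point. The median share of spots well above background was 59.1% at T0, 82.8% at 12 hpi, 92.1% at 18 hpi and 63.5% at 24 hpi. The differences in signal between arrays limit which dim probes can be measured, and with 5 goats the median standard error of a change was 0.55 on the log2 scale with the goat as a block and 0.64 without it.

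Changes were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with the goat as a fixed block. The F test over T0, 12 and 18 hpi and the comparisons among these time points used 15 arrays, and the comparisons with 24 hpi used all 20. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05 and a change of at least 1.5-fold. The methods' repeated-measures test was computed beside it. Single values were compared over the goats by an exact sign-flip permutation test (two-sided). Lists of neutrophil, macrophage, lymphocyte, myoepithelial, milk protein and milk lipid genes were written before any value was seen. They were tested with limma's camera (inter-gene correlation 0.01) and fry, each adjusted over the 6 lists. Camera with an estimated correlation was run beside these, and its p-values were not adjusted. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9, and the random block used statmod 1.5.0.

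The genes named in the text are those of Table 2 that the array files identify by name, older name or description, those that the paper's text or Figure 9 names as measured on the arrays or by qPCR, and, for each comparison of successive time points, the 5 probes with the largest change among those past the threshold and changed the same way in all 5 goats. This rule was written before the data were examined, but the values of Table 2 and the curves of Figure 9 had been seen. A gene with several probes is given by its brightest probe, and other probes are named where they change the other way.

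The procedure was tested on simulated data with 5000 probes, of which 250 changed by 2 on the log2 scale with a noise of 0.4. It found 250 of them with 12 false calls, the repeated-measures test found 161, and on unchanged data there were 0 calls. The simulated probes were independent and the simulated arrays did not differ in signal. The noise of 0.4 per array was below even the median standard error of a change on the real arrays, 0.55. The simulation therefore checks the procedure only and does not show how many such changes would be found in the real data.

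The alternatives set beforehand were 75th percentile scaling, normexp background correction (offset 50), no filter and a stricter filter on dim probes, no block, the slide as a block, the goat as a random block, all 20 arrays in the fit, eBayes with trend and robust options, the repeated-measures test, no threshold and a 2-fold threshold on the change, the series value table, the mean of a gene's probes, each goat left out in turn, and values within slides 2 and 3. Array brightness as a covariate, array weights (gene by gene) and a filter for probes well above background on all arrays were chosen after seeing the data. The pathway and network analyses, qPCR, microdissection and bacterial counts were not analysed here, nor were 20 of the items of Table 2.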

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

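Of the tests in this part, those of array brightness, of labelled material, of the milk protein share, of the array signal against time and of neutrophil and macrophage RNA at 24 hpi were chosen after the result was seen.

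Among 72 groups of 5 values examined, 2 held a value far from the other 4, where the gap to the nearest value divided by the range exceeded 0.71; chance alone sets about 1 group in 20 apart. The array of goat 3 at 18 hpi had 57.4% of its spots well above background, against 89.2 to 97.8% in the other 4 goats. In goat 3, the median log2 signal fell by 1.36 from 12 to 18 hpi. A larger share of milk protein transcripts on dim arrays is argued against, because removing the largest share would raise the other probes only 1.31-fold, while the median signals span a ratio of 979. Labelled material bound by probes of any sequence is a candidate explanation for bright arrays, since the brightest array also had the highest signal of the dimmest spike-in control in 5 of 5 goats, as for 7 of the 10 spike-in controls; for the others this held in 4, 3 and 2 goats. A dependence on time after infection cannot be told apart from array differences with 5 goats (18 against 12 hpi, exact permutation test, p = 0.188).

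The change of EE836100 from T0 to 12 hpi was 3.51 in goat 7 and between -0.25 and 0.80 in the other goats. Without goat 7 it was 0.094, against 0.78 with all goats. Goat 7 also had the largest fall in array signal in this interval (-3.10 on the log2 scale). No technical or biological explanation of this single value was tested.

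The paper left 24 hpi out of its differential analysis. Between 18 and 24 hpi, limma called 121 probes differentially expressed, all higher at 24 hpi, of which 108 changed the same way in all 5 goats. The methods' repeated-measures test called 0, with 563 at an unadjusted p-value under 0.05. The largest changes among those shared by all goats were EE798177 (7.23, adjusted p = 0.0125), CN823667 (5.72, 0.0202), M34672 (5.52, 0.0224), EE838247 (5.48, 0.0179) and EE810222 (5.40, 0.0172), each higher in 5 of 5 goats. Chance is not excluded, since 5 of 100 splits of the arrays gave as many probes, and among the 16 that part each goat's pair 3 did, with up to 7109 probes; that split ranked 3 of 126 in brightness difference and the real one 21. With array brightness as a covariate, 49 probes stayed past the threshold, all 49 among the 121, which argues against brightness as the whole source. Without goat 4 or goat 10 the count was 0, without goat 9 it was 3 and without goat 3 it was 4314, so the number rests on single goats. A biological change between 18 and 24 hpi stays open.

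Between T0 and 24 hpi, limma called 200 probes, 187 higher and 13 lower, and the repeated-measures test 0 (835 at an unadjusted p-value under 0.05). Of 100 splits, 2 gave as many, with up to 1813 probes, in a split that ranked 5 of 126 in brightness difference (the real one 87). Of the 16 that part each goat's pair only the real one did, a share of 0.0625 and the smallest possible, and the highest other count among these was 111. All 19 identified genes of Table 2 were higher at 24 hpi than at T0 and than at 18 hpi, with medians of 5.39 and 3.55, and 16 and 13 of them were among the calls. Without goat 4 the count was 30, without goat 10 it was 38 and without goat 9 it was 57. RNA from neutrophils and macrophages in the cream layer is a candidate explanation. The paper names both cell types for 24 hpi, and by qPCR essentially macrophages. The neutrophil list had a median change of 0.944 and the macrophage list of 0.856. FCER1G (4.69, adjusted p = 0.00822) and CXCR1 (4.06, 0.031) of the neutrophil list were past the threshold, as was CTSS (2.64, 0.0497) of the macrophage list. Of the 3 genes of the neutrophil list well above background on all 20 arrays, ITGB2 (CD18) changed by 0.73, LTF by 0.060 and TYROBP by -0.30, none past the threshold. Whether epithelial cells also express these 3 genes was not tested, so they do not decide the question. A response of the epithelial cells stays open beside leukocyte RNA.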

How the results depend on the processing

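The tests with array brightness as a covariate, with array weights and with only probes well above background on all arrays were chosen after the result was seen.

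No alternative changed the count of 0 probes over T0, 12 and 18 hpi, or between any of these time points. The lowest adjusted p-value of limma over these settings was 0.0782 for the F test, 0.142 between T0 and 12 hpi, 0.194 between 12 and 18 hpi (without goat 7) and 0.0646 between T0 and 18 hpi. Of 899 values for single genes under the alternatives, 833 kept direction and side of the threshold, 36 were no longer past the threshold, 11 became so, 4 moved by more than the spread between goats and 15 changed direction. The median of the identified Table 2 genes from 12 to 18 hpi ranged from 0.46 (within slide 2) to 2.38 (within slide 3), and from 1.28 to 1.88 with a goat left out. Between 14 and 19 of the identified genes were higher under the settings that kept at least 16 of them, and 4 of 6 with only probes well above background on all arrays. The lists were not run with the goat as a random block or by the repeated-measures test, the fit of all 20 arrays covers the early comparisons only, and a gene removed by a stricter filter has no value there. The cause of the changes given here was not tested unless stated.

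With 75th percentile scaling, the neutrophil list was no longer past the threshold from 12 to 18 hpi (1.57, adjusted p = 0.0516; range over its settings 6.3e-04 to 0.98) or from T0 to 18 hpi (1.28), and became so from 18 to 24 hpi (0.64), as did the macrophage list (0.43). The milk protein genes fell past the threshold from 12 to 18 hpi (-2.67). This scaling leaves the highest signals free, while quantile normalization fixes them. The 75th percentile had a median of 167 at 12 hpi and 1626 at 18 hpi. The fall of the milk protein genes under this scaling therefore does not show a loss of their transcripts. It called 0 probes between 18 and 24 hpi and 104 between T0 and 24 hpi (88 shared with the 200), and TXNIP from 12 to 18 hpi (0.14) and SAA3 from T0 to 18 hpi (-2.58) changed direction. The median of all probes from 18 to 24 hpi was -0.84 under it.

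IL6 from 12 to 18 hpi was 1.46 with 75th percentile scaling, the highest of its settings. With normexp background correction, IL6 from 12 to 18 hpi (-0.019) and TC55874 from T0 to 12 hpi (0.059) changed direction. With the stricter filter, the macrophage list from 12 to 18 hpi (1.14, adjusted p = 0.0325; range over its settings 0.0325 to 0.801) passed the threshold, and the median of all probes moved to -0.54. The repeated-measures test called 0 probes between 18 and 24 hpi and 0 between T0 and 24 hpi. Without a replicate block, limma called 92 and 155 probes, and with the slide as a block 118 and 185. With the mean of its probes, TXNIP was higher (0.31).

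With array brightness as a covariate, the neutrophil list was -0.052 from 12 to 18 hpi and -0.28 from T0 to 18 hpi, and the macrophage list -0.012 from T0 to 18 hpi. From 18 to 24 hpi these lists passed the threshold (0.97 and 1.17). The counts with 24 hpi were 49 and 1188, and ZFP36 (0.61), TXNIP (0.57), MYD88 (-0.21; all 12 to 18 hpi) and CD14 (0.087; T0 to 18 hpi) changed direction. With array weights, the counts were 1723 and 985, the neutrophil and macrophage lists passed the threshold from 18 to 24 hpi (0.87 and 1.19), and the milk protein genes from 12 to 18 hpi (0.023) and SAA3 from T0 to 18 hpi (-0.0072) changed direction. With only probes well above background on all arrays, fewer probes were tested (5171) and the counts were 66 and 81. The neutrophil list was then 0.49 from 12 to 18 hpi, 0.15 from T0 to 18 hpi and 0.060 from T0 to 24 hpi, none past the threshold. The macrophage list, with 3 genes left, was -0.34, -0.24 and 2.01 in these comparisons, the last past the threshold (camera adjusted p = 0.0450).

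Within slide 2, the neutrophil list was -0.13 from T0 to 18 hpi, -0.014 from 18 to 24 hpi and -0.046 from T0 to 24 hpi, the macrophage list -0.15 from T0 to 18 hpi and the milk protein genes 0.043 from 12 to 18 hpi; ALOX5AP (-0.29, not well above background at 12 hpi on either array) and IRAK4 (0.012) changed direction from 12 to 18 hpi. Within slide 3, the macrophage list was 2.04 from 12 to 18 hpi and 1.46 from T0 to 18 hpi, and IL6 from 12 to 18 hpi (-0.19, not well above background at 12 hpi on either array) and EE836100 from T0 to 12 hpi (-0.17) changed direction.

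With each goat left out in turn, the count between 18 and 24 hpi ranged from 0 (without goat 4 or 10; 3 without goat 9) to 4314 (without goat 3), and that between T0 and 24 hpi from 30 (without goat 4; 57 without goat 9, 38 without goat 10) to 255 (without goat 7). The neutrophil list ranged from 0.69 (without goat 10, no longer past the threshold) to 1.57 from 12 to 18 hpi, from 0.25 (without goat 9, no longer past the threshold, as without goat 10) to 1.39 from T0 to 18 hpi, and from 0.42 to 1.17 from 18 to 24 hpi, past the threshold without goat 7 or 9. The macrophage list from 18 to 24 hpi ranged from 0.49 to 1.09 and passed the threshold without goat 9. From T0 to 24 hpi, the neutrophil list ranged from 0.59 (without goat 10) to 2.00 (without goat 7). The macrophage list ranged from 0.47 to 1.43 in that comparison. Both lists stayed past the threshold under camera whichever goat was left out. IL6 from 12 to 18 hpi has values only without goat 3 (-0.065) and without goat 7 (0.32), since its probe was not kept in the other fits. From 18 to 24 hpi without goat 3, IL1B, TNF, CD14 and NFKB passed the threshold, and TLR2 did not without goat 4, 9 or 10.

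Signal over background limits the dim genes: at T0 a median of 59.1% of spots was well above background, so low signals there rest on few arrays.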

Differences from the paper's values

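No test in this part was chosen after the result was seen, apart from the settings named as such.

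The paper gives 47 probes differentially expressed over T0, 12 and 18 hpi, and limma called 0 (237 at an unadjusted p-value under 0.05). For T0 against 12 hpi the paper gives 12 genes, and limma called 0 (125 unadjusted). The numbers of lower and higher genes that the paper's text gives for this comparison add up to more than 12. For 12 against 18 hpi the paper gives 39 genes, and limma called 0 (1073 unadjusted). The repeated-measures test of the methods also called 0, with 311, 363 and 622 unadjusted. None of the alternatives set before the data were examined, and none chosen after seeing the values, gave another count. Adjusted over the list alone, 8 of the 19 identified Table 2 genes changed between 12 and 18 hpi and 0 between T0 and 12 hpi. This is not independent evidence, because the list was chosen on these arrays.

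Of 38 fold changes in Table 2 that could be compared, 35 were within the spread between goats or within 1.5 times the paper's value, and 3 were not. For SBNO2, the paper gives a 1.6-fold decrease from 12 to 18 hpi. Here the ratio of 12 to 18 hpi was 0.398, an increase, and it differed under every alternative set before the data were examined. SBNO2 was identified by description only, and the paper may have used another probe, so the difference may not concern the same probe. SBNO2 was well above background on 3 of 5 arrays at 12 hpi and on 4 of 5 at 18 hpi, and not at 12 hpi in goats 9 and 10, where the rise was largest, so its size is limited by background. In goats 4 and 7, where it was well above background at both time points, the ratio was 0.675. For ZFP36 (TTP), the paper gives a 1.6-fold increase, and here the ratio of 18 to 12 hpi was 0.56, a decrease, and under 1 also under every alternative set before the data were examined. It rose in 3 of 5 goats, and the decrease rests on goats 4 and 9: the ratio was 0.839 without goat 4 and 0.965 without goat 9. With array brightness as a covariate, chosen after seeing the values, it rose by 0.61 on the log2 scale, a setting that also called 0 of the paper's items. For TXNIP, the paper gives a 1.5-fold increase, and here the ratio was 0.83. It no longer differed with 75th percentile scaling (1.11) and with the mean of its probes (1.24), and was called different under the other alternatives set before the data were examined, but the decrease rests on single goats: the ratio was 1.00 without goat 4 and 0.983 without goat 9. With array brightness as a covariate, chosen after seeing the values, TXNIP rose by 0.57 on the log2 scale. A second probe rose by 0.67 for ZFP36 and by 0.88 for TXNIP on the log2 scale, the direction that the paper gives. The decreases therefore depend on the choice of the brightest probe. The paper may have used the other probe of these 2 genes, so the differences may not concern the same probe. Some genes within the spread in all 5 goats were outside it under 1 alternative: PECAM1 (1.28) within slide 2, RGS2 (5.21) within slide 3, and TC55874 from T0 to 12 hpi with normexp background correction (0.96), which was well above background on 2 of 5 arrays at T0 and 1 of 5 at 12 hpi. ALOX5AP within slide 2 and PTX3 within slide 3 were outside it too, but neither was well above background at 12 hpi on those arrays, so no fold change is given.

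The paper states that macrophage and neutrophil markers on the array show no immune cells up to 18 hpi. Its other evidence is qPCR of CD68 and CD18, which were far lower than in the mammary gland until 18 hpi. The paper reads these values as a slight contamination, and the qPCR was not analysed here. The paper's own marker CD18 (ITGB2) changed by 0.15 from T0 to 18 hpi (adjusted p = 0.792, higher in 2 of 5 goats) and CD14 by -0.24 (adjusted p = 0.631, higher in 1 of 5 goats). Limma called 0 probes in this comparison, so their not passing the threshold decides nothing. Both were well above background on all 20 arrays, T0 included, so an unchanged level does not show absence. The neutrophil list changed by 0.83 from T0 to 18 hpi (camera adjusted p = 0.0247, fry adjusted p = 0.209), and by -0.28 with array brightness as a covariate. The neutrophil list rose by a median of 1.20 from 12 to 18 hpi under camera, which fry did not call, and array brightness as a covariate, chosen after seeing the values, gave -0.052. The paper states that IL1B and TNF fell at 24 hpi in part of the goats. After quantile normalization, IL1B rose in 5 of 5 goats and TNF in 4. The signals before normalization fell in 2 of 5, which is the paper's number. However, the paper labels the signals of Figure 9 as normalized. Its curves also appear to lie on a higher scale than the signals used here, which was not resolved. The paper states that CD14 followed TNF in every goat. They moved together in 6 of 15 steps after normalization and in 11 of 15 before it, and in 0 and 2 goats in every step. The paper states that NFKB and IRAK4 fell at 24 hpi in most goats, and they rose in 4 and 5 of 5 goats after normalization; before it they fell in 4 and 3. For MYD88, the paper states a sharp rise at 24 hpi, and the change from 18 hpi was 0.19. The paper states that IL6 was higher at 18 hpi; it changed by -0.10 from T0 and by 0.30 from 12 hpi.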

Other observations

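Of the tests in this part, those of array brightness, of labelled material and of whole 12 hpi arrays were chosen after the result was seen; the lists of leukocyte genes, the test on goat 7, the simulation and the splits were set beforehand.

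Innate immune genes were higher at 18 hpi than at 12 hpi. RNA from neutrophils or macrophages in the cream layer may contribute: the neutrophil list rose by a median of 1.20 and the macrophage list by 1.14. Against this, the paper's qPCR of CD68 and CD18, not analysed here, showed only slight contamination up to 18 hpi by its reading. Of the neutrophil list, 10 of 11 genes were higher at 18 hpi, with LTF (-1.02) the only one lower, and of the macrophage list 6 of 8, with CD14 (-0.34) and FCGR2B (-1.44) lower. In goat 3, the Table 2 genes rose by a median of 3.17 while the neutrophil list changed by -0.18. A response of the epithelial cells and leukocyte RNA cannot be told apart by these lists, because few of their genes are on the array. Camera called the neutrophil list, which fry did not, and camera did not call the macrophage list (camera adjusted p = 0.126).

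The 18 hpi arrays were brighter than the 12 hpi arrays in 4 of 5 goats. With array brightness as a covariate, the neutrophil list changed by -0.052 (range -0.29 to 0.040 with a goat left out), so its rise may come from signal raised for every probe. The lymphocyte and myoepithelial lists, which rose too, became -0.34 and -0.22. The macrophage list stayed positive at 0.21, with 5 of 8 genes higher (range -0.057 to 0.31 with a goat left out). The Table 2 genes kept a median of 1.55 (range 0.63 to 2.89 with a goat left out), with 19 of 19 genes higher, and in goat 3, where the array signal fell by 1.36, they rose as well. The jackknife standard error was 1.47, so how much of their rise is left with brightness in the fit is not decided.

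For the array signal itself, labelled material bound by probes of any sequence is a candidate explanation: the array with the highest median signal also had the highest signal on negative controls and on the dimmest spike-in control in 5 of 5 goats. This held for 7 of the 10 spike-in controls, and for the 3 others, which had the highest signals on the dim arrays, in 4, 3 and 2 goats. Across probes, the correlation between 2 arrays ranged from 0.05 to 0.98 (median 0.75 over 190 pairs; probes are not independent replicates).

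The identified genes that Table 2 gives as lower at 12 hpi than at T0 (IL1B, TXNIP and TC55874) had a median change of -1.10 in goat 7, and the mean over the 5 goats of each goat's median change was -0.41. For all 19 identified genes these values were -0.63 and -0.25. Leukocyte RNA in the T0 sample of goat 7 could have raised T0. In goat 7, the neutrophil list changed by -2.13 and the macrophage list by -1.38, but the myoepithelial list also changed, by -1.94. The array signal of goat 7 changed by -3.10 on the log2 scale, so these falls do not single out leukocyte RNA. Without goat 7, the mean over goats of each goat's median change was -0.23 (standard error 0.20) for the 3 genes and -0.15 (standard error 0.17) for the 19. These values do not decide whether leukocyte RNA raised T0.

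Across probes, the changes from T0 to 12 hpi and from 12 to 18 hpi had a correlation of -0.62, and 0.33 without goat 7. A shared 12 hpi array gives negative values by construction: simulations of independent probes gave -0.52 to -0.47, with 0 of 100 as negative as measured, but real probes are not independent. When arrays were reassigned within goats, 52 of 100 gave a correlation as negative, so chance differences of whole arrays are a candidate explanation for the reversal.

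For the counts over T0, 12 and 18 hpi, between T0 and 12 hpi, between 12 and 18 hpi and between T0 and 18 hpi, the splits of the arrays decide nothing: the count is 0, so 100 of 100 splits give at least as many by construction. The splits with the most probes (7288, 7237 and 8345 in the 3 pairwise comparisons) ranked 10, 3 and 2 of 126 in brightness difference.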
